# Epimutations are associated with CHROMOMETHYLASE 3-induced de novo DNA methylation

**DOI:** 10.7554/eLife.47891

**Published:** 2019-07-29

**Authors:** Jered M Wendte, Yinwen Zhang, Lexiang Ji, Xiuling Shi, Rashmi R Hazarika, Yadollah Shahryary, Frank Johannes, Robert J Schmitz

**Keywords:** *Eutrema salsugineum*, epimutation, DNA methylation, gene body methylation, epigenetics, heterochromatin, *A. thaliana*

## Abstract

In many plant species, a subset of transcribed genes are characterized by strictly CG-context DNA methylation, referred to as gene body methylation (gbM). The mechanisms that establish gbM are unclear, yet flowering plant species naturally without gbM lack the DNA methyltransferase, CMT3, which maintains CHG (H = A, C, or T) and not CG methylation at constitutive heterochromatin. Here, we identify the mechanistic basis for gbM establishment by expressing *CMT3* in a species naturally lacking *CMT3. CMT3* expression reconstituted gbM through a progression of de novo CHG methylation on expressed genes, followed by the accumulation of CG methylation that could be inherited even following loss of the *CMT3* transgene. Thus, gbM likely originates from the simultaneous targeting of loci by pathways that promote euchromatin and heterochromatin, which primes genes for the formation of stably inherited epimutations in the form of CG DNA methylation.

## Introduction

Heritable gains or losses of DNA methylation, or epimutations, can have important phenotypic consequences. Examples include peloric mutants of toadflax, where differential methylation of a single transcription factor can change flowers from bilaterally to radially symmetrical and the colorless non-ripening locus of tomato, where differential methylation affects fruit ripening (Cubas et al., 1999; Manning et al., 2006). Despite the potential implications for phenotypic change, little is known about how epimutations form.

One form of genic DNA methylation that may provide clues to the mechanisms of epimutation is gene body methylation (gbM), which is found on a subset of expressed genes in many eukaryotic genomes, including most flowering plants (Bewick et al., 2017; Bewick and Schmitz, 2017; Cokus et al., 2008; Feng et al., 2010; Huff and Zilberman, 2014; Lister et al., 2008; Niederhuth et al., 2016; Regulski et al., 2013; Seymour et al., 2014; Takuno and Gaut, 2013; Takuno et al., 2016; Tran et al., 2005; Wang et al., 2015; Zemach et al., 2010; Zhang et al., 2006; Zilberman et al., 2007). GbM has been functionally implicated in certain processes, including transcriptional regulation, transcript processing, and suppression of intragenic transcripts (Bewick and Schmitz, 2017; Choi et al., 2019; Lorincz et al., 2004; Maunakea et al., 2010; Regulski et al., 2013; Vial-Pradel et al., 2018; Zilberman et al., 2008; Zilberman et al., 2007). However, natural and experimental losses of gbM have also been documented with no obvious effects on expression or chromatin structure (Bewick et al., 2016; Bewick et al., 2019; Niederhuth et al., 2016; Zhang et al., 2006). One hypothesis that may reconcile these seemingly conflicting results explains the formation of gbM as a passive process resulting from transient localization of the proteins that maintain heterochromatin to genic space (i.e. euchromatin) (Bewick et al., 2016; Bewick and Schmitz, 2017; Inagaki and Kakutani, 2012; Teixeira and Colot, 2009; Wendte and Schmitz, 2018). Here, gbM is proposed to arise passively, but, once established, is maintained due to the preferential recruitment of maintenance methyltransferases to previously methylated sites. Under this line of reasoning, gbM may have functional consequences in some cases, but can also be non-functional, which could explain experimental findings. A better understanding of the mechanistic basis for the establishment of gbM will provide important insights into its possible functions, the mechanisms underlying epimutations, as well as to factors that might influence DNA methyltransferase mistargeting in disease states (Wendte and Schmitz, 2018).

In plants, most knowledge of DNA methylation is derived from studies of *Arabidopsis thaliana*, where cytosines in different sequence contexts are the preferred substrates of distinct pathways. The RNA directed DNA methylation (RdDM) pathway acts to de novo methylate cytosines in all sequence contexts (Matzke and Mosher, 2014). In RdDM, DOMAINS REARRANGED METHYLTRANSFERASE 2 (DRM2) is targeted to chromatin via non-coding RNAs produced by two plant-specific multi-subunit RNA polymerases (Haag and Pikaard, 2011; Wendte and Pikaard, 2017; Zhou and Law, 2015). Following de novo establishment, methylation of symmetrical CG cytosines is maintained by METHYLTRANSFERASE 1 (MET1), which is recruited to hemi-methylated CG sites to methylate the complementary, unmethylated CG sites (Finnegan et al., 1996; Ronemus et al., 1996; Woo et al., 2008; Woo et al., 2007). Symmetrical CHG (H = A, T, or C) cytosine methylation is maintained by CHROMOMETHYLASE 3 (CMT3) (Bartee et al., 2001; Lindroth et al., 2001; Papa et al., 2001). Among CHG sites, CMT3 shows a marked preference for CWG (W = A or T) cytosines relative to CCG cytosines (Gouil and Baulcombe, 2016; Stoddard et al., 2019). An additional CHROMOMETHYLASE, CMT2, targets the methylation of CHH cytosines (Stroud et al., 2014; Zemach et al., 2013). In *A. thaliana*, CHH sites targeted by CMT2 can be distinguished from those targeted by RdDM, as they show an enrichment in CWA methylation relative to other CHH contexts, in contrast to RdDM target regions which show no preferred site enrichment (Gouil and Baulcombe, 2016).

CMT2 and CMT3 participate in a self-reinforcing feedback loop with an additional heterochromatin modification, histone H3 lysine nine di-methylation (H3K9me2) (Du et al., 2015; Du et al., 2012; Stoddard et al., 2019; Stroud et al., 2014). CMT2 and CMT3 are both thought to depend on direct physical binding to H3K9me2 for targeting to chromatin and methylation (Du et al., 2012; Stoddard et al., 2019; Stroud et al., 2014). DNA methylation can be physically bound by the H3K9 methyltransferases, which reinforces the co-localization of H3K9me2 and CMT-dependent DNA methylation (Bernatavichute et al., 2008; Du et al., 2014; Du et al., 2015; Johnson et al., 2007; Li et al., 2018). This co-dependency results in losses of CMT-dependent DNA methylation in H3K9 methyltransferase mutants, as well as losses of H3K9me2 in *cmt* mutants (Du et al., 2015; Jackson et al., 2002; Malagnac et al., 2002; Mathieu et al., 2005; Soppe et al., 2002; Stroud et al., 2014; Stroud et al., 2013; Tariq et al., 2003).

GbM is restricted to CG context cytosines (Bewick and Schmitz, 2017; Cokus et al., 2008; Lister et al., 2008; Niederhuth et al., 2016; Takuno et al., 2016; Tran et al., 2005), and therefore dependent on MET1 (Cokus et al., 2008; Lister et al., 2008). However, complementation of *met1* mutants with wild-type *MET1* fails to restore gbM, presumably because hemi-methylated CG cytosines required for MET1 recruitment have been lost (Bewick et al., 2016; Reinders et al., 2009). Thus, the mechanisms required for the establishment of gbM are unclear.

Recent comparative analyses have identified Angiosperm plant species lacking gbM (Bewick et al., 2016; Niederhuth et al., 2016). Concurrent with the loss of gbM is the loss of the gene encoding CMT3, which has led to the hypothesis that CMT3 is required for the initial establishment of gbM (Bewick et al., 2016; Bewick et al., 2017; Bewick and Schmitz, 2017). The lack of immediate restoration of gbM in *MET1* complemented *met1* mutants has led to the proposition that CMT3 is only rarely localized to gene bodies such that gbM only accumulates slowly over evolutionary time scales (Bewick et al., 2016; Bewick and Schmitz, 2017; Inagaki and Kakutani, 2012; Wendte and Schmitz, 2018). Direct experimental testing of this model is difficult, and it is also currently unclear whether CMT3 can be active at regions with no pre-existing DNA or H3K9 methylation. Furthermore, the favored activity of ZMET2, the maize ortholog of CMT3, is a maintenance methyltransferase of hemi-methylated cytosines in the CHG sequence context (Stoddard et al., 2019), and, thus, a de novo activity that results in methylation of CG cytosines in vivo is unprecedented.

To gain insights into this process and provide a direct test of a role for CMT3 in gbM, we heterologously expressed *A. thaliana CMT3 (AtCMT3)* in a plant species that has lost both *CMT3* and gbM, *Eutrema salsugineum* (Bewick et al., 2016). *Eutrema salsugineum*, like *A. thaliana*, is a member of the Brassicaceae family and diverged from a common ancestor with *A. thaliana* ~47 million years ago (Arias et al., 2014). Expression of *AtCMT3* in *E. salsugineum* resulted in gains of CHG methylation over repetitive sequences characterized by the presence of H3K9me2, as predicted based on the known mechanism of CMT3 targeting. However, *AtCMT3* expressing lines also exhibited ectopic CHG methylation over a subset of genes in an *AtCMT3*-expression dependent manner. Genes that gained CHG methylation were orthologs of *A. thaliana* gbM genes and had no prior CHG methylation or detectable H3K9 methylation, suggesting de novo methylation activity of CMT3 in vivo. Unexpectedly, gains of CHG methylation did not result in stable accumulation of H3K9 methylation over gene bodies or expression changes, showing that the genic CHG methylation was uncoupled from transcriptional silencing, similar to gbM, likely due to transcription-coupled de-methylases. Gains in CHG methylation were also associated with gains in CG and CHH methylation, and removal of the transgene via crossing to non-transgenic parents, or progressive *AtCMT3* transgene silencing over six generations of propagation, revealed that ectopic genic CG methylation was preferentially maintained relative to genic CHG or CHH methylation following the loss of *AtCMT3* expression. The results provide new insights to the mechanism of CMT3-initiation of gbM by demonstrating that CMT3 promotes the establishment of genic CG epimutations which can be maintained even in the absence of *CMT3*.

## Results

### Expression of AtCMT3 in *E. salsugineum* results in increased CHG methylation

To gain insights into the mechanisms of CMT3-targeting of DNA methylation, full-length genomic *CMT3* from *A. thaliana (AtCMT3)* was expressed in *E. salsugineum* under the native *A. thaliana* promoter. In total, we assessed plants derived from six transformation events. Two of these lineages, referred to as AtCMT3-L1 and AtCMT3-L2, were propagated by single seed descent for six generations following transformation and serve as the main focus of this study (Figure 1A; see Figure 1—figure supplement 1 and Supplementary file 1 for a complete description of all plant lines and associated data described in this study). Whole genome bisulfite sequencing was completed on individual plants for each generation (numbered T1-T6) of each line to assess the impact of *AtCMT3* expression on DNA methylation. Plants expressing *AtCMT3* showed increased levels of CHG methylation in intergenic regions, associated with preexisting methylation, as well as over some gene bodies with no prior methylation (Figure 1B and Figure 1—figure supplement 2).

**Figure 1.**
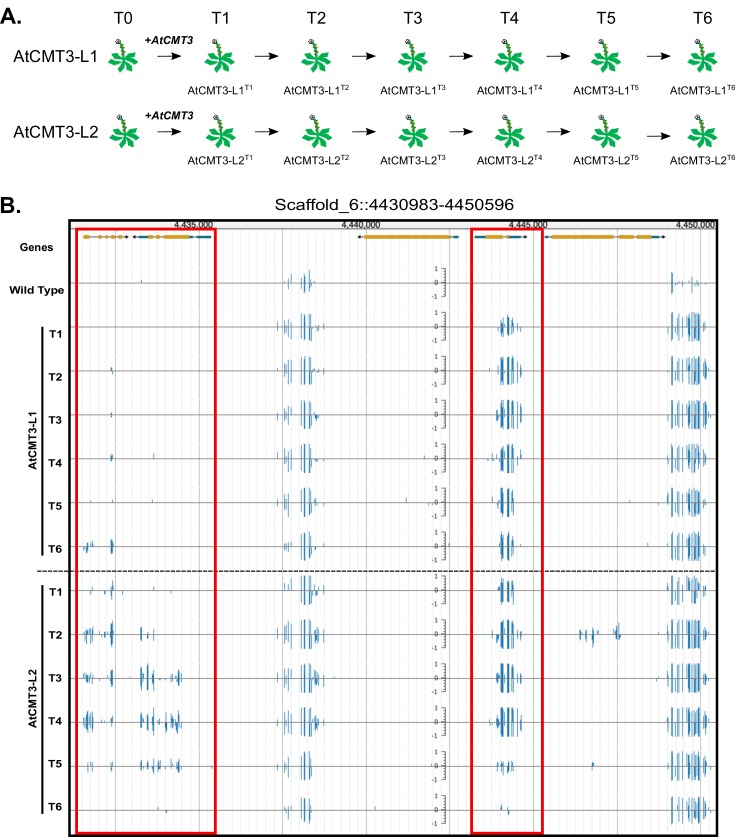
Expression of *AtCMT3* in *E.salsugineum* results in increased CHG methylation. (**A**) Schematic of the experiment. Two *E. salsugineum* lines derived from transformations with genomic *A. thaliana CMT3* were propagated by single seed decent for six generations (**T1–T6**). The two lines are referred to as AtCMT3-L1 and AtCMT3-L2, followed by the generation (**T1–T6**). For additional lines analyzed in this study see Figure 1—figure supplement 1 and Supplementary file 1. (**B**) Genome browser view of CHG methylation levels derived from whole genome bisulfite sequencing. The image illustrates the gains in CHG methylation that occur in regions that are methylated in wild type, as well as over gene bodies with no pre-existing DNA methylation (boxed in red). Scales on tracks designate the weighted percent methylation, with 1 = 100% on the top strand and −1 = 100% on the bottom strand. Only CHG methylation is shown. For methylation in all contexts see Figure 1—figure supplement 2.

**Figure 1—figure supplement 1.**
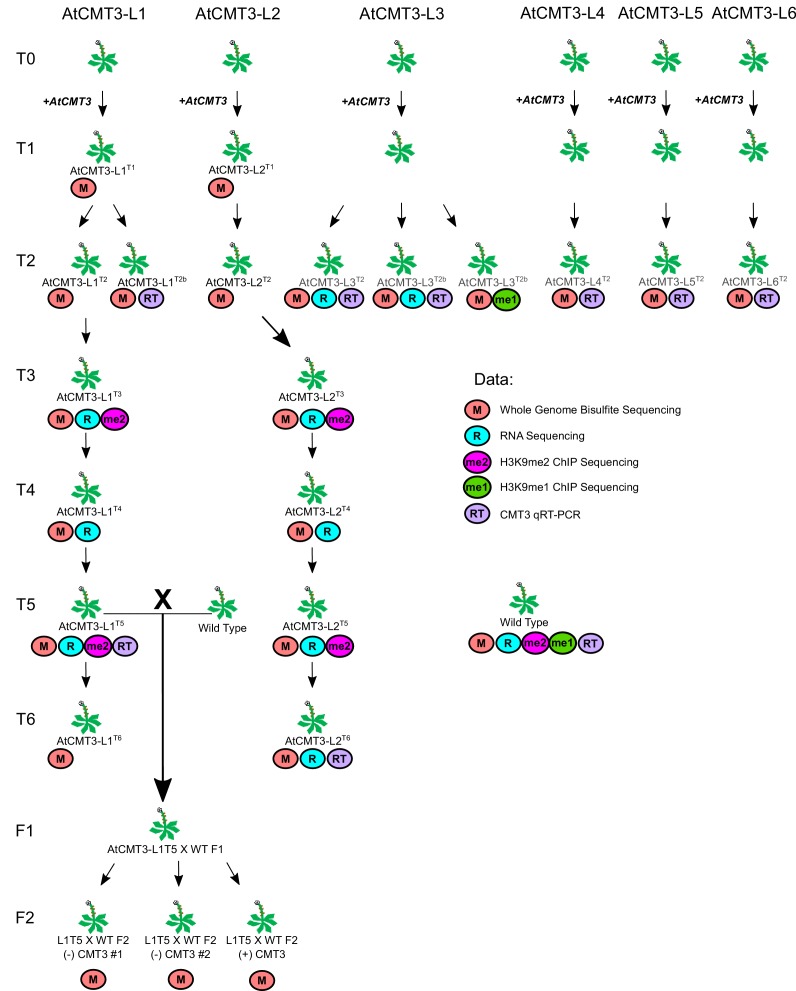
Diagram of all experimental *E. salsugineum* lines analyzed in this study with associated data collected.

**Figure 1—figure supplement 2.**
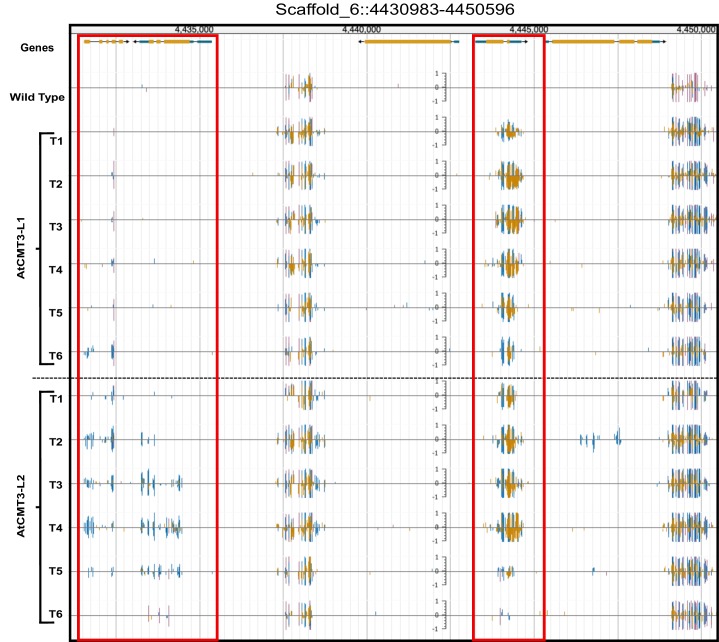
CHG methylation increases in *AtCMT3*-expressing *E. salsugineum* lines. (**A**) Genome browser view of CHG methylation levels derived from whole genome bisulfite sequencing. The image illustrates the gains in CHG methylation that occur in regions that are methylated in wild type, as well as over gene bodies with no pre-existing DNA methylation (boxed in red). Scales on tracks designate the weighted percent methylation, with 1 = 100% on the top strand and −1 = 100% on the bottom strand. Cytosine methylation is divided into CG (red), CHG (blue), and CHH (yellow) sequence contexts. Corresponds to the region shown in Figure 1B.

**Figure 1—figure supplement 3.**
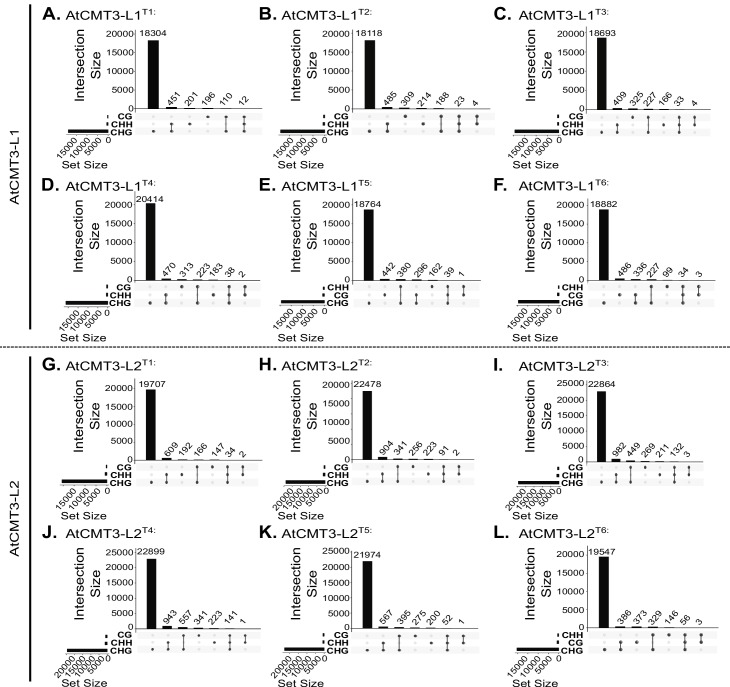
CG, CHG, and CHH DMRs co-localize. (**A–L**) Upset plots showing the number and overlap between hyper DMRs identified for each sequence context, CG, CHG, and CHH, within each generation of each lineage, AtCMT3-L1 and AtCMT3-L2: (**A**) AtCMT3-L1^T1^; (**B**) AtCMT3-L1^T2^; (**C**) AtCMT3-L1^T3^; (**D**) AtCMT3-L1^T4^; (**E**) AtCMT3-L1^T5^; (**F**) AtCMT3-L1^T6^; (**G**) AtCMT3-L1^T1^; (**H**) AtCMT3-L2^T2^; (**I**) AtCMT3-L2^T3^; (**J**) AtCMT3-L2^T4^; (**K**) AtCMT3-L2^T5^; (**L**) AtCMT3-L2^T6^.

**Figure 1—figure supplement 4.**
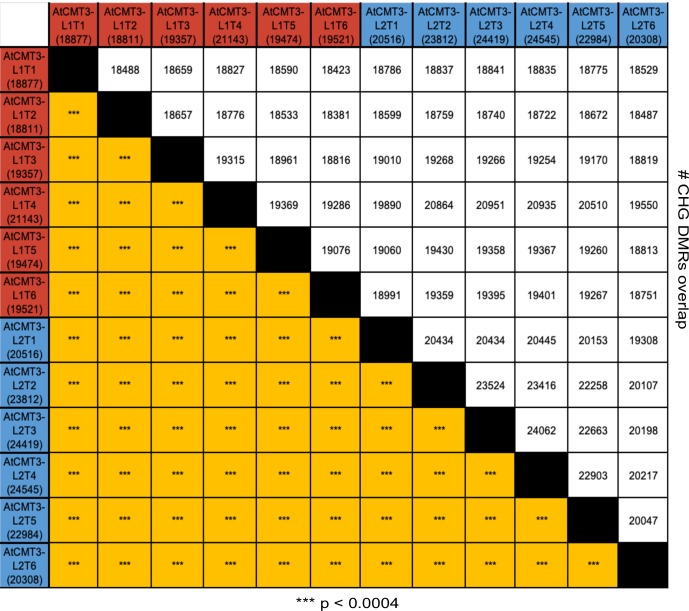
AtCMT3 expression results in gains in CHG methylation over similar regions between lineages and across generations. Matrix showing the number and overlap between hyper-CHG DMRs identified in each individual in AtCMT3-L1 and AtCMT3-L2. The top half of the matrix shows the number of overlapping DMRs and the bottom half shows the p-value calculated based on fisher’s exact test (***p significant <0.0004, Bonferroni correction). See also Figure 2A and Supplementary file 3.

**Figure 1—figure supplement 5.**
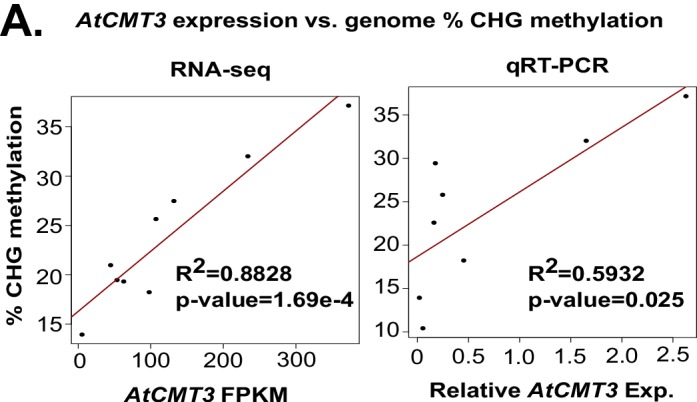
Genome wide percent CHG methylation is correlated with *AtCMT3* transgene expression levels. *AtCMT3* expression was determined by RNA-seq (first panel) or qRT-PCR (second panel). For qRT-PCR *AtCMT3* expression was normalized to *TUB4* expression (Thhalv10003210m). See also Supplementary file 4.

Differentially methylated regions (DMRs) were identified in each sequence context (CG, CHG, and CHH), comparing each generation of AtCMT3-L1 and AtCMT3-L2, and wild type (Supplementary file 2 and Supplementary file 3). Consistent with AtCMT3 activity, the majority of DMRs identified were CHG DMRs, with 25,096 identified that were characterized by a median size of 407 base pairs (bp) (Supplementary file 2). A smaller number of CG (3,502 DMRs, median size: 189 bp) and CHH (1,763 DMRs, median size: 243 bp) were also identified (Supplementary file 2). The majority of CHG DMRs (>99%, in each lineage) were hypermethylated CHG DMRs in *AtCMT3* expressing lineages relative to wild type (Supplementary file 3). Many of the CG and CHH DMRs (between 45–72% CG and 86–98% CHH, depending on the line) were also hypermethylated DMRs in *AtCMT3* expressing lines relative to wild type, and overlapped with CHG DMRs, suggesting they result from cross-talk between CMT3-mediated CHG methylation and other pathways (Figure 1—figure supplement 3, Supplementary file 3). There was also a significant overlap of hypermethylated CHG DMRs between all individuals, suggesting that AtCMT3 was not methylating DNA randomly (Figure 1—figure supplement 4).

The levels of CHG methylation varied between individuals expressing *AtCMT3* (Figure 1B, Supplementary file 2 and Supplementary file 3). Plants were transformed using the floral dip method (Clough and Bent, 1998), which results in random and potentially multiple transgene insertions that can segregate out over generations. Therefore, we predicted that *AtCMT3* transgene expression likely varied between individuals, which could explain differences in CHG methylation levels. To test this, we performed RNA-sequencing in the T3 - T5 generations of AtCMT3-L1, the T3 - T6 generations of AtCMT3-L2, as well as two, T2 generation plants from an additional, independently transformed lineage (AtCMT3-L3) (Figure 1—figure supplement 1). 

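RNA was sequenced from 10 plants, wild type and 9 plants that express AtCMT3 from 3 transformed lineages, with 1 library per plant, so no difference between plants has a replicate check. The authors trimmed the reads, aligned them to the E. salsugineum v1.0 reference genome with HISAT2, computed gene expression with StringTie and deposited values for 26352 genes under the name FPKM. The values of wild type, AtCMT3-L1T3, AtCMT3-L1T4, AtCMT3-L2T3 and AtCMT3-L2T4 sum to between 676021 and 695872 per library. The values of AtCMT3-L1T5, AtCMT3-L2T5, AtCMT3-L2T6, AtCMT3-L3T2 and AtCMT3-L3T2b sum to 1000000 in each library, as TPM values (transcripts per 1000000) do. All libraries were therefore scaled to TPM before they were compared, which raises the wild-type values by 0.54 on the log2 scale. The paper's numbers of uniquely aligned reads lie between 6833781 and 10141588 for the 5 libraries deposited as FPKM and between 28847064 and 32703136 for the 5 whose values are TPM, so unit and depth separate the same libraries. Between 19270 and 20122 genes had a value above 0 per library. The files hold no reads per gene, so the depth behind a single value is unknown. Log2 fold change was calculated as log2 (TPM AtCMT3 line / TPM wild type), genes at 0 in either library were removed, and genes at or past 2 or -2 were counted as up- or down-regulated, which is the cutoff of the paper's methods.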

The results demonstrated a significant correlation between the levels of *AtCMT3* expression and genome-wide CHG methylation levels (R^2^ = 0.8828, p=1.669×10^−4^, Figure 1—figure supplement 5, see Supplementary file 4 for FPKM values). This was especially notable for two T2 generation plants of AtCMT3-L3, which had the highest *AtCMT3* expression levels (233.7 and 372.5 FPKM for AtCMT3-L3^T2^ and T2b, respectively) and the highest genome-wide percent CHG methylation (27% and 32%, for T2 and T2b, respectively). These results also revealed that expression of the *AtCMT3* transgene was progressively lost in the AtCMT3-L2 lineage following the T4 generation (Supplementary file 4). 

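AtCMT3 was at 234 TPM in AtCMT3-L3T2 and 372 TPM in AtCMT3-L3T2b, the highest values among the 10 libraries, and both plants belong to the libraries deposited in TPM. The 3 plants of AtCMT3-L1 lay between 64.5 TPM in the T4 generation and 97.8 TPM in the T5 generation. In wild type, which carries no transgene, the value was 0.225 TPM. In the values as deposited, a choice made after seeing the data, the largest move in absolute terms was in AtCMT3-L2T4, to 132, and the AtCMT3-L3 plants remained the highest.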

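In AtCMT3-L2 the expression of AtCMT3 was 159 TPM in the T3 generation, 190 TPM in T4, 62.7 TPM in T5 and 5.39 TPM in T6. From T4 to T5 it fell by 1.59 on the log2 scale, and it fell by 1.07 with the values as deposited, in which T4 is in FPKM and T5 in TPM. The T6 plant still lay 4.58 above wild type on the log2 scale.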

We also examined the relationship between genome-wide CHG methylation and *AtCMT3* expression using qRT-PCR, including plants from additional lineages, and found a weaker although significant relationship (R^2^ = 0.5932, p=0.025, Figure 1—figure supplement 1 and Figure 1—figure supplement 5). Taken together, *AtCMT3* expression is likely one factor contributing to genome-wide CHG levels in these lines.

Despite lacking *CMT3*, wild-type *E. salsugineum* does exhibit residual levels of CHG methylation, likely deposited by other DNA methylation pathways such as RdDM (Bewick et al., 2016) (Figure 1B and Figure 2A). As the maize ortholog of CMT3 has been shown to preferentially act on hemi-methylated CHG cytosines (Stoddard et al., 2019), we predicted that AtCMT3 would be preferentially targeted to regions with pre-existing CHG methylation. To test this, CHG DMRs were ranked based on wild-type CHG methylation levels. Results showed that the majority of CHG DMRs (18,812/25,096 or 75%) were characterized by the presence of low levels of CHG methylation in wild type that increased upon the expression of *AtCMT3* (Figure 2A). Characterizing the DMRs based on overlap with genomic features revealed that 19,576 out of 25,096 (78%) total CHG DMRs overlapped with repetitive elements or intergenic regions, which are expected targets of all DNA methylation pathways (Figure 2A, Supplementary file 2). Summarizing CHG methylation over all repetitive elements confirmed that plants expressing *AtCMT3* exhibited increased CHG methylation over these regions from ~15% methylation in wild type to ~30–70% methylation in AtCMT3 lines (Figure 2B).

**Figure 2.**
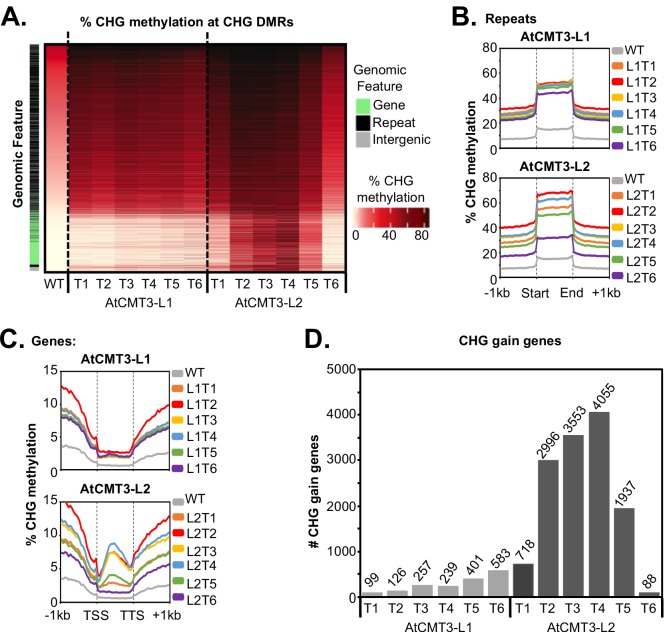
*AtCMT3* expression results in CHG methylation over repeats and a subset of gene bodies. (**A**) Heatmap of % CHG methylation over hyper-CHG differentially methylated regions (DMRs) defined by comparing all AtCMT3-L1 and L2 generations (**T1–T6**) to wild type. DMRs are ranked by % CHG methylation levels in wild type plants showing that the majority of gains in CHG methylation occurred over regions with pre-existing CHG methylation classified as repeats or intergenic regions. A subset of regions with no pre-existing CHG methylation, mainly classified as genes, also showed gains in CHG methylation, especially in AtCMT3-L2 individuals. See also Supplementary file 2 and Supplementary file 3. (**B**) Metaplot summarizing % CHG methylation over repetitive sequences for each Line. (**C**) Metaplot summarizing % CHG methylation over gene bodies for each Line. (**D**) The number of genes gaining a minimum of 5% CHG methylation (CHG-gain genes) in each lineage. See Supplementary file 5 for lists of CHG-gain genes.

**Figure 2—figure supplement 1.**
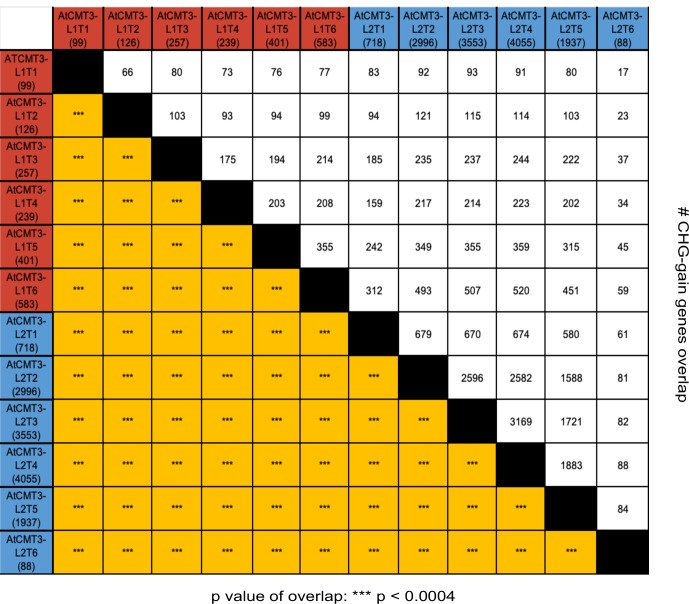
*AtCMT3* expression results in gains in CHG methylation over similar genes between lineages and across generations. Matrix showing the number and overlap between genes gaining a minimum of 5% CHG methylation identified in each individual in AtCMT3-L1 and AtCMT3-L2. The top half of the matrix shows the number of overlapping genes and the bottom half shows the p-value calculated based on a hypergeometric test (***p significant <0.0004, Bonferroni correction). See also Figure 2D and Supplementary file 5.

**Figure 2—figure supplement 2.**
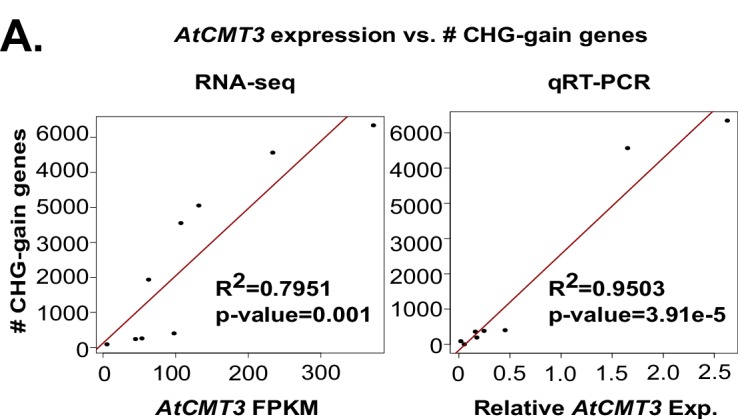
The number of genes gaining a minimum of 5% CHG methylation (CHG-gain genes) is correlated with *AtCMT3* transgene expression levels. *AtCMT3* expression was determined by RNA-seq (first panel) or qRT-PCR (second panel). For qRT-PCR *AtCMT3* expression was normalized to *TUB4* expression (Thhalv10003210m). See also Figure 2D and Supplementary file 4.

### Expression of AtCMT3 in *E. salsugineum* results in increased CHG methylation in a subset of gene bodies

In addition to methylated regions, a subset of regions (6,284 out of 25,096 (25%) CHG DMRs) that gained CHG methylation in *AtCMT3*-expressing lines had no pre-existing CHG methylation, and the majority (4,725/6,284 or 75%) of these regions overlapped annotated genes (Figure 1B, Figure 2A, and Figure 1—figure supplement 2, Supplementary file 2). Examination of percent CHG methylation over all annotated genes revealed increases in CHG methylation over gene bodies, ranging from ~2–10% CHG methylation on average, compared to no CHG methylation in wild-type plants (Figure 2C). The patterns of CHG methylation in several of the generations of the AtCMT3-L2 lineage, which exhibited higher levels of *AtCMT3* transgene expression (Supplementary file 4), were reminiscent of that seen for gbM (Bewick and Schmitz, 2017), in that the percent methylation levels were highest towards the center of the gene bodies, decreasing towards the transcription start sites (TSS) and transcription termination sites (TTS) (Figure 2C).

To further characterize the genes that gained CHG methylation, genes that had less than 1% total DNA methylation in any context in wild type and that gained a minimum of 5% CHG methylation were identified in each line (CHG-gain genes) (Figure 2D, Supplementary file 5). The number of CHG-gain genes varied between individuals and lineages. In AtCMT3-L1, the number of CHG-gain genes generally increased over generational time from 99 genes in T1 to 583 genes in T6 (Figure 2D, Supplementary file 5). AtCMT3-L2 individuals were characterized by higher numbers of CHG-gain genes relative to AtCMT3-L1, with the T1 generation showing gains in 718 genes, 2,996 genes in T2, 3,553 genes in T3, and 4,055 genes in T4 (Figure 2D, Supplementary file 5). Following the T4 generation, the T5 and T6 generations of AtCMT3-L2 showed a decline in the number of CHG-gain genes, with 1,937 in T5 and only 88 genes in T6 (Figure 2D, Supplementary file 5). Despite the variation in the number of CHG-gain genes, the overlap of CHG-gain genes between all individuals was significantly higher than expected by chance (Figure 2—figure supplement 1). As CHG-gain genes had no prior CHG methylation, these results demonstrate a de novo methyltransferase activity of CMT3 in vivo.

We hypothesized that the variation in the number of CHG-gain genes between individuals could be related to variation in the expression levels of the *AtCMT3* transgene, similar to genome-wide CHG methylation levels. Indeed, based on RNA-seq assessment of *At*C*MT3* expression, the levels of *AtCMT3* expression and number CHG-gain genes were correlated (R^2^ = 0.7951, p=0.001) (Figure 2—figure supplement 2, Supplementary file 4). 

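Over the 9 AtCMT3 plants, AtCMT3 expression in TPM and the paper's number of CHG-gain genes had a Pearson correlation of 0.925 (R squared 0.855, p = 0.000223, two-sided exact permutation test over all pairings) and a Spearman correlation of 0.90 (p = 0.00203, exact permutation test). Benjamini-Hochberg adjustment over these 2 tests gave 0.000446 and 0.00203. The plants of AtCMT3-L3 lie farthest from the median expression, and without them Pearson's r was 0.855 (exact permutation p = 0.0161) over 7 plants. The 5 plants that remain when AtCMT3-L2T3 and AtCMT3-L2T4 are left out as well had r = 0.159 (exact permutation p = 0.617). They lie between 5.39 and 97.8 TPM, where the 9 plants reach 372 TPM, include AtCMT3-L2T5 with 1937 CHG-gain genes at 62.7 TPM, and are too few to show that a correlation is absent. Without AtCMT3-L2T5 alone the Spearman correlation of the other 8 plants was 1 (exact permutation p = 4.96e-05). Leaving out each plant in turn gave r between 0.915 and 0.938. Among the alternatives over all 9 plants, the scale of expression moved the correlation most, with r = 0.760 on log2 (TPM + 1) (exact permutation p = 0.00649). The 9 plants come from 3 lineages, so they are not fully independent, and the test treats them as if they were. In the values as deposited, a choice made after seeing the data, R squared was 0.795 and the Spearman correlation 0.983, so R squared differs from the paper's value by the unit alone. Within 1 unit, a check also chosen after seeing the data, r was 0.991 over the 4 plants in FPKM (exact permutation p = 0.0417, the lowest that 4 plants can give) and 0.933 over the 5 plants in TPM (exact permutation p = 0.0250). The paper reports the correlation by RNA-seq and by qRT-PCR. From both it concludes that the decline in CHG-gain genes in T5 and T6 of AtCMT3-L2 goes along with the loss of the transgene's expression.

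**Figure D1:**
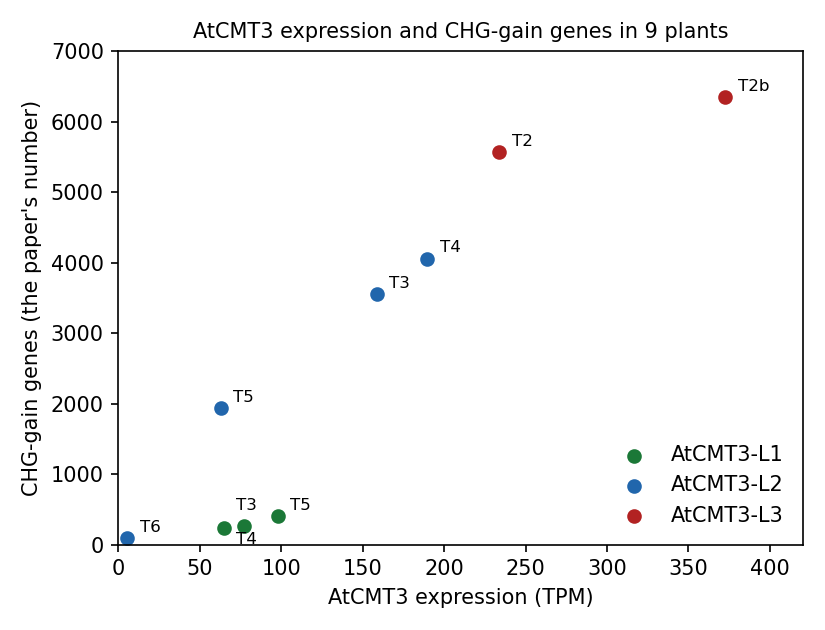
AtCMT3 expression in TPM (x axis) against the paper's number of CHG-gain genes (y axis), 1 point per plant, coloured by lineage and marked with the generation. The AtCMT3-L3 plants lie at 5566 and 6346 CHG-gain genes, and AtCMT3-L2T5 has 1937 at an expression below that of each AtCMT3-L1 plant.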

Again, two T2 generation individuals of the AtCMT3-L3 lineage, which had the highest *AtCMT3* expression (Supplementary file 4), also had the highest number of CHG-gain genes (5,566 and 6,346 CHG-gain genes for AtCMT3-L3^T2^ and T2b, respectively) (Supplementary file 5). This result was also confirmed utilizing qRT-PCR (R2 = 0.9503, p=3.91×10^−5^) (Figure 2—figure supplement 2). Therefore, the decline in the number of CHG-gain genes in the AtCMT3-L2^T5^ and T6 generations is correlated with the progressive loss of *AtCMT3* transgene expression.

### CHG methylation in gene bodies is not associated with stable H3K9 methylation

CMT3 can directly bind to H3K9me2 (Du et al., 2012). 

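H3K9me2 ChIP-seq libraries of wild type, AtCMT3-L1T3, AtCMT3-L1T5, AtCMT3-L2T3 and AtCMT3-L2T5 and an input library of wild type were used, with 1 library per plant. The authors aligned the trimmed reads to the E. salsugineum v1.0 reference genome with Bowtie, kept uniquely aligned reads, removed duplicated reads and deposited the position of each remaining read. The wild-type H3K9me2 library holds 4494275 reads and the input library 10880290 reads. The libraries of the AtCMT3 plants hold between 7755217 and 18722786 reads. The score deposited with each read is the same throughout and was not used. Reads were counted in the 243166 windows of 1000 bp on the 630 sequences of the genome. A window was called enriched when it held at least 10 reads and at least 4 times the input reads, each relative to the reads of its library. Touching enriched windows were merged, and merged regions with more than 0.05 wild-type reads per bp were kept as wild-type H3K9me2 regions. The window size, the minimum of 10 reads, the merging of touching windows and the density are those that the paper gives for its peaks. The limit of 4-fold over input was chosen here, the paper's minimum distance of 2500 bp was tried only as a merging distance, and a different program called the regions, so they are not the paper's peaks. Levels are given as reads per kb per 1000000 reads of the library, and their 95% intervals are exact Poisson intervals that cover counting error only.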

To determine if increases of CHG methylation detected in plants expressing *AtCMT3* were correlated with H3K9me2, we conducted H3K9me2 chromatin immunoprecipitation and sequencing (ChIP-seq) in wild-type *E. salsugineum*. 

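In wild type 5135 regions were enriched for H3K9me2, and they covered 11.9 Mb or 4.88% of the genome. Their median length was 1 kb and the longest was 30 kb. Under the alternatives their number lay between 726 with a minimum of 0.1 reads per bp and 11008 in windows of 500 bp.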

Consistent with CMT3 binding of H3K9me2, regions enriched for H3K9me2 in wild type showed increased CHG methylation in all lines expressing *AtCMT3* (Figure 3A–B and Figure 3—figure supplement 1).

**Figure 3.**
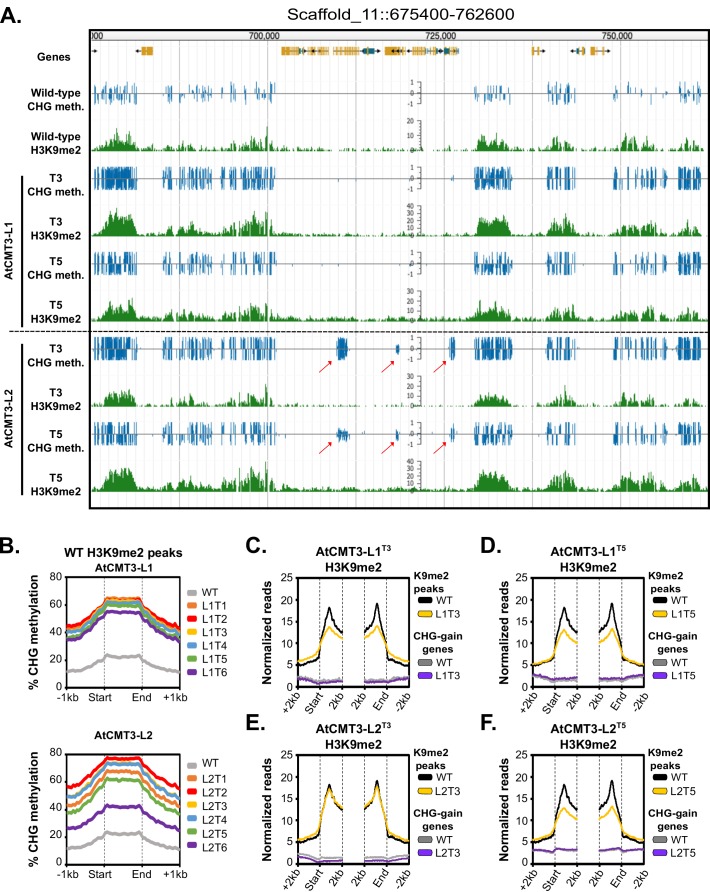
Gains in CHG methylation do not alter H3K9me2 levels or distribution. (**A**) Genome browser view of CHG methylation levels and H3K9me2 ChIP sequencing levels in the T3 and T5 generations of the AtCMT3-L1 and L2 lineages. Arrows indicate gains of CHG methylation over gene bodies in the AtCMT3-L2 generations that do not show H3K9me2 enrichment. Scales on methylation tracks designate the weighted percent methylation, with 1 = 100% on the top strand and −1 = 100% on the bottom strand. Scales on the H3K9me2 tracks indicate the number of mapped reads and are not adjusted for library size (See C-F for comparison of normalized reads). DNA methylation is only shown in the CHG context. For DNA methylation in all contexts see Figure 3—figure supplement 1. (**B**) Metaplot of % CHG methylation over H3K9me2 ChIP peaks identified in wild type plants. (**C–F**) Metaplot of H3K9me2 ChIP-sequencing enrichment over H3K9me2 ChIP peaks defined in wild type plants and over CHG-gain genes in AtCMT3-L1^T3^ (**C**), AtCMT3-L1^T5^ (**D**), AtCMT3-L2^T3^ (**E**), and AtCMT3-L2^T5^ (**F**). Reads were normalized to library size. See Supplementary file 5 for lists of CHG-gain genes in each lineage.

**Figure 3—figure supplement 1.**
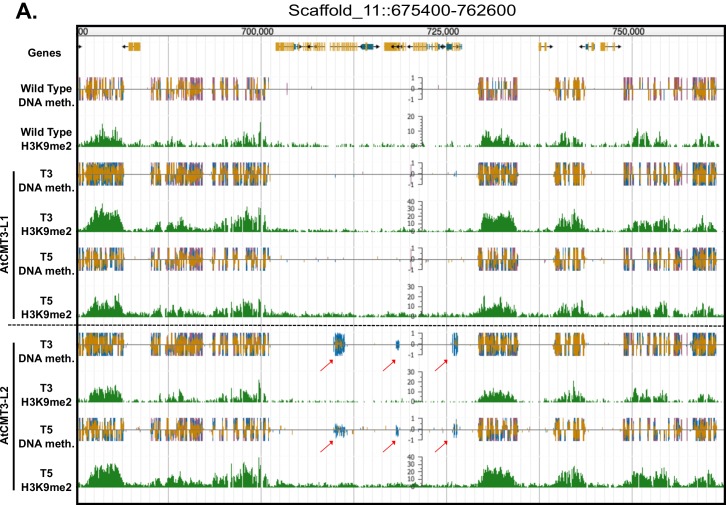
Gains in CHG methylation do not alter H3K9me2 levels or distribution. (**A**) Genome browser view of CHG methylation levels and H3K9me2 ChIP sequencing levels in the T3 and T5 generations of the AtCMT3-L1 and AtCMT3-L2 lineages. Arrows indicate gene bodies that gain CHG methylation in the AtCMT3-L2 generations but do not show H3K9me2 enrichment. Scales on methylation tracks designate the weighted percent methylation, with 1 = 100% on the top strand and −1 = 100% on the bottom strand. Scales on the H3K9me2 tracks indicate the number of mapped reads and are not normalized. Cytosine methylation is divided into CG (red), CHG (blue), and CHH (yellow) sequence contexts. Corresponds to the region shown in Figure 3A.

**Figure 3—figure supplement 2.**
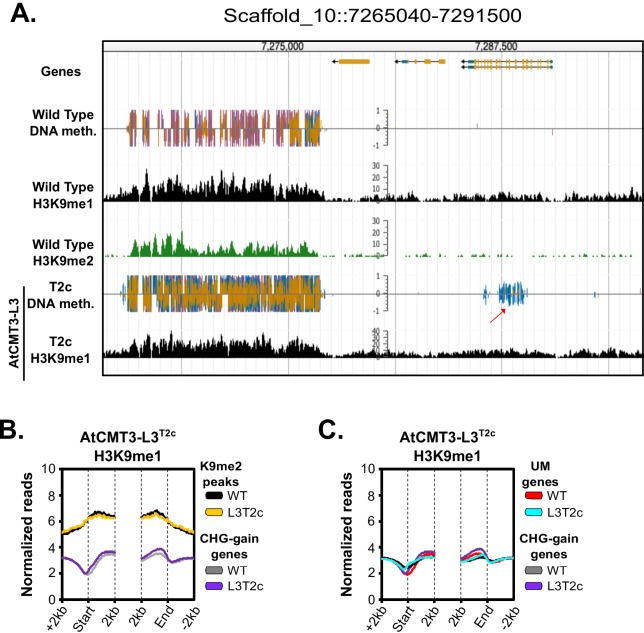
Gains in CHG methylation do not alter H3K9me1 levels or distribution. (**A**) Genome browser view of CHG methylation levels and H3K9me1 ChIP sequencing levels in the T2c generation of the AtCMT3-L3 lineage. In wild type and AtCMT3-L3^T2c^, H3K9me1 can be found enriched in regions also enriched for H3K9me2. The arrow indicates a gene body that gains CHG methylation in AtCMT3-L3 but does not show H3K9me1 enrichment. Scales on methylation tracks designate the weighted percent methylation, with 1 = 100% on the top strand and −1 = 100% on the bottom strand. Scales on the H3K9me1 tracks indicate the number of mapped reads and are not normalized. Cytosine methylation is divided into CG (red), CHG (blue), and CHH (yellow) sequence contexts. (**B**) Metaplot of H3K9me1 ChIP-sequencing enrichment over H3K9me2 ChIP peaks defined in wild type plants and over CHG-gain genes in AtCMT3-L3^T2c^. (**C**) Metaplot of H3K9me1 ChIP-sequencing enrichment comparing enrichment over CHG-gain genes in AtCMT3-L3^T2c^ to genes that do not gain CHG methylation (UM genes).

We next sought to determine how gains in CHG methylation affected the distribution of H3K9me2 by conducting H3K9me2 ChIP-seq in the T3 and T5 generation plants for AtCMT3-L1 and AtCMT3-L2. We found plants expressing *AtCMT3* also showed enrichment for H3K9me2 across H3K9me2 ChIP peaks identified in wild type, but there were no further increases of H3K9me2 in heterochromatin, despite the increase in CHG methylation (Figure 3A,C–F, and Figure 3—figure supplement 1). In contrast to repeat regions, gains in CHG methylation over gene bodies in *AtCMT3*-expressing lines were not associated with pre-existing H3K9me2 in wild-type plants (Figure 3A,C–F, and Figure 3—figure supplement 1). Also unexpected, the establishment of CHG methylation following *AtCMT3* expression did not result in detectable H3K9me2 across CHG-gain genes (Figure 3A,C–F, and Figure 3—figure supplement 1).

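Over the wild-type regions the H3K9me2 level was 18.5 reads per kb per 1000000 reads in wild type (95% interval 18.47 to 18.54) and 2.49 in input. It was 13.4 in AtCMT3-L1T3 (13.35 to 13.38), 13.0 in AtCMT3-L1T5 (12.94 to 12.98), 18.0 in AtCMT3-L2T3 (17.97 to 18.02) and 12.6 in AtCMT3-L2T5 (12.56 to 12.59). Relative to wild type these levels are 0.722, 0.700, 0.973 and 0.679. The differences exceed the counting error, but no plant was sequenced in replicate, so they were not set against the spread between libraries. The level was below that of wild type in 79.1% of the regions in AtCMT3-L1T3, 94.2% in AtCMT3-L1T5, 56.5% in AtCMT3-L2T3 and 91.9% in AtCMT3-L2T5. Regions chosen for a high level in the wild-type library lower the other libraries by selection, and with regions called in 1 random part of the wild-type reads and the wild-type level taken from the other part, the ratios were 0.748, 0.722, 0.999 and 0.702. With regions called in the other 3 plants AtCMT3-L2T3 was at 1.02 to 1.03, and with those called in AtCMT3-L2T3, where selection raises its own level, at 1.08. The other plants stayed below wild type with each of these sets. The alternatives moved the ratio of AtCMT3-L1T3 most, to 0.580 over regions of more than 0.1 reads per bp and to 0.868 over regions called in that plant.

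**Figure D2:**
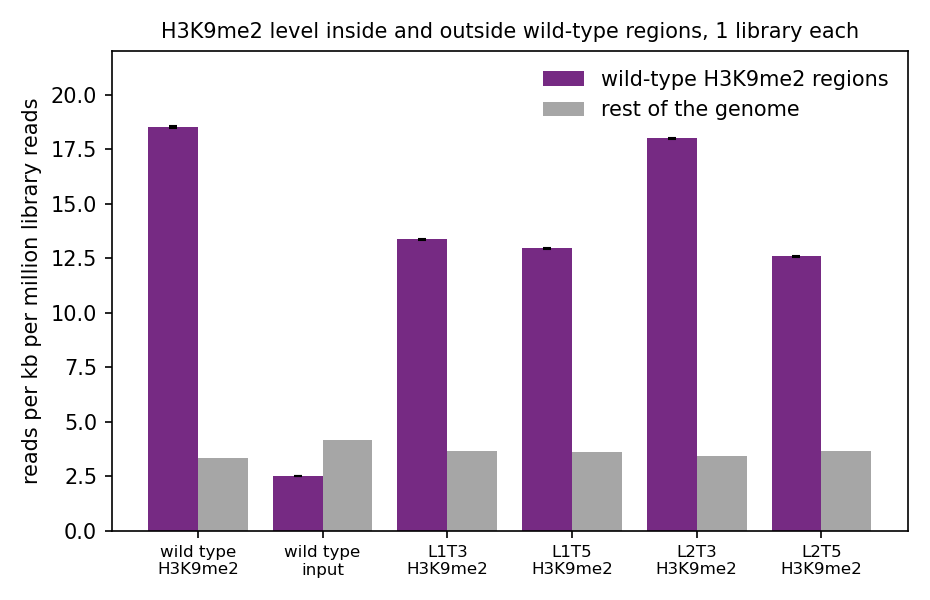
H3K9me2 level in reads per kb per 1000000 library reads (y axis) over the wild-type H3K9me2 regions (purple) and over the rest of the genome (grey) for each library (x axis), with 95% Poisson intervals on the purple bars. Each H3K9me2 library is higher inside the regions than outside, and the input library is lower inside (2.49) than outside (4.14).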

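The positions of the genes were not used here, so the level over CHG-gain genes was not computed, and 2 other sets of sites were measured. The stretch of scaffold 11 that Figure 3A shows holds 3 wild-type regions of 4 kb in total. Outside these regions the level there was 3.58 in wild type, 4.87 in input, 3.53 in AtCMT3-L1T3, 3.61 in AtCMT3-L1T5, 2.78 in AtCMT3-L2T3 and 3.55 in AtCMT3-L2T5. The second set is the first 1173 hyper-CHG DMRs per plant in the paper's list, which all lie on scaffold 1, and whether they lie in genes was not determined. Between 97.6% and 98.2% of them overlap no wild-type H3K9me2 region. Up to position 13196463 of scaffold 1 these regions cover only 230 kb, while they cover 4.88% of the genome. The share of DMRs outside them therefore does not stand for the genome. Over these DMRs the level was 3.91 in AtCMT3-L1T3, where wild type had 3.17 and input 5.20, a ratio to wild type of 1.23 (95% interval 1.21 to 1.26). The ratio was 1.17 in AtCMT3-L1T5 (1.15 to 1.20), 0.824 in AtCMT3-L2T3 (0.798 to 0.851) and 1.20 in AtCMT3-L2T5 (1.17 to 1.23). A mixture of the wild-type library with input that gives the level over the wild-type regions was chosen after seeing the data. Over these DMRs it predicts 3.82 in AtCMT3-L1T3 and 3.87 in AtCMT3-L1T5 (observed 3.72). It predicts 2.45 in AtCMT3-L2T3 (observed 1.95) and 3.40 in AtCMT3-L2T5 (observed 3.07). Outside the regions on scaffold 1, only 0.610, 0.799, 0.653 and 0.709 of its prediction were observed in the same plants. The mixture therefore does not decide whether ratios above 1 here show a gain. In each plant the level over these DMRs stayed below that of input, at 0.753, 0.718, 0.411 and 0.634 of it. Wild type was below input over them too, at 0.498 to 0.611 of it. A level below input therefore does not show that a gain is absent. The direction in AtCMT3-L2T3 depends on the scale, since the ratio was 1.23 when each library was set on its own level next to the DMRs. On that scale, a choice made after seeing the data, it was 1.18 in AtCMT3-L1T3, 1.07 in AtCMT3-L1T5 and 1.13 in AtCMT3-L2T5. All 4 plants were thus above wild type on it. From the metaplots over CHG-gain genes and the H3K9me1 data, the paper concludes that CHG methylation gained at genic loci is not associated with stable H3K9 methylation.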

CMT3 can also directly bind to H3K9me1, which distinguishes it from CMT2 (Du et al., 2012; Stroud et al., 2014). Therefore, we also conducted H3K9me1 ChIP-seq in transgenic and non-transgenic lines. Similar to findings in *A. thaliana* (Jackson et al., 2004), H3K9me1 was enriched over regions characterized by H3K9me2 (Figure 3—figure supplement 2A–B). H3K9me1 was preferentially enriched in heterochromatin relative to CHG-gain genes before or after introduction of the transgene and the H3K9me1 signal over CHG-gain genes was indistinguishable from genes that remained unmethylated (Figure 3—figure supplement 2B–C). Overall, we conclude that gains of CHG methylation at genic loci resulting from expression of *AtCMT3* are not associated with stable H3K9 methylation.

### CHG methylation in gene bodies is not associated with transcriptional silencing

CMT3-mediated CHG methylation in heterochromatin is associated with transcriptional silencing (Bartee et al., 2001; Lindroth et al., 2001; Stroud et al., 2014). To determine if gains in CHG methylation over gene bodies resulted in transcriptional changes, we compared expression of CHG-gain genes between wild-type and transgenic plants. 

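The complete list of CHG-gain genes in the paper's supplementary data was used for AtCMT3-L1T3, AtCMT3-L1T4, AtCMT3-L1T5 and AtCMT3-L2T6, and the lists of the other 5 plants were held only in part. Of the 207 listed genes above 0 in both AtCMT3-L1T3 and wild type, 2 were down- and 4 up-regulated past the cutoff, or 2.90% (95% Clopper-Pearson interval 1.07 to 6.2). In AtCMT3-L1T4 these were 2 down and 7 up of 197 genes, or 4.57% (2.11 to 8.50). In AtCMT3-L1T5 these were 6 down and 6 up of 328 genes, or 3.66% (1.90 to 6.30). In AtCMT3-L2T6 these were 3 down and 1 up of 59 genes, or 6.78% (1.88 to 16.5), and with the values as deposited, a choice made after seeing the data, 2 down and 4 up, or 10.2%. The values as deposited gave 3 down and 11 up in AtCMT3-L1T5. Each number was set against 10000 random lists of the same size matched on mean expression, which describes these libraries and is no test across plants. The down-regulated genes of AtCMT3-L1T4 stood at percentile 1.12 of the random lists, below the median of 7 genes, and the other 7 numbers lay between percentiles 15.2 and 88.9. The median log2 fold change of the list was -0.06 in AtCMT3-L1T3 (percentile 9.79), 0.02 in AtCMT3-L1T4 (percentile 96.0), -0.11 in AtCMT3-L1T5 (percentile 30.2) and -0.03 in AtCMT3-L2T6 (percentile 59.3). With the values as deposited the medians of both TPM plants changed their sign, to 0.44 in AtCMT3-L1T5 and 0.51 in AtCMT3-L2T6, at percentiles 30.2 and 58.0. The sign in AtCMT3-L2T6 is not settled, since the 95% interval of its median runs from -0.36 to 0.23. Its median was above 0 with either pseudocount and with the median of all genes set to 0 as well. The intervals also cover 0 in AtCMT3-L1T3, from -0.09 to 0.02, and in AtCMT3-L1T4, from -0.07 to 0.11, so these signs are not settled either. The list of AtCMT3-L2T5 was held for 1898 of 1937 genes, of which 1680 were above 0 in both libraries, with 41 down- and 43 up-regulated, or 21 and 79 with the values as deposited. The partial lists of the remaining 4 plants start with the lowest of the paper's fold changes, so they were not compared.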

In each line there was only a small proportion of CHG-gain genes (less than or equal to 10%) that showed a greater than two log_2 _fold change and a similar number were both down and up-regulated (Figure 4A and Figure 4—figure supplement 1, Supplementary file 5). There was also no relationship between the levels of CHG methylation gain and expression changes (Figure 4A and Figure 4—figure supplement 1). Additionally, we defined up- and down-regulated genes genome wide in *AtCMT3*-expressing lines (defined as greater than a two log_2 _fold change relative to wild type), and CHG gain genes were not significantly enriched in either up- or down-regulated genes (p>0.05, Fishers exact test) (Supplementary file 6 and Supplementary file 7). 

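Between 18621 and 19034 genes were above 0 in both wild type and the AtCMT3 plant. Past the cutoff, 126 were down- and 222 up-regulated in AtCMT3-L1T3, 786 and 640 in AtCMT3-L1T4, and 467 and 537 in AtCMT3-L1T5. In AtCMT3-L2 the numbers of down- and up-regulated genes were 119 and 166 in T3, 624 and 1234 in T4, 884 and 727 in T5, and 759 and 773 in T6. In AtCMT3-L3 they were 844 and 618 in T2 and 525 and 414 in T2b. With the values as deposited, a choice made after seeing the data, the median log2 fold change of all genes lay between 0.34 and 0.67 in the 5 plants whose values are TPM, in place of between -0.20 and 0.12. The share of up-regulated genes among those past the cutoff then rose from 53.5% to 78.7% in AtCMT3-L1T5, from 45.1% to 72.7% in AtCMT3-L2T5, from 50.5% to 74.6% in AtCMT3-L2T6, from 42.3% to 66.2% in AtCMT3-L3T2 and from 44.1% to 71.1% in AtCMT3-L3T2b. With the median log2 fold change set to 0, the share in AtCMT3-L2T5 was 56.0%. Relative to the numbers above, a cutoff of 1 moved that of AtCMT3-L1T3 most, to 2107 genes in place of 348. The paper's 18 p-values for an enrichment of CHG-gain genes, which are the paper's own and were not recomputed, have a lowest value of 0.126, and 11 of them are above 0.95.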

We also considered that the changes in gene expression may be indirect effects of *AtCMT3* expression and assessed up- and down-regulated genes for significant enrichments in Gene Ontology (GO) biologic processes. We found that many of the enriched terms for up- and down-regulated genes were involved in abiotic stress responses (Supplementary file 8). However, there were no consistently identified GO-term enrichments across lineages suggesting that *AtCMT3* expression was unlikely the direct or indirect cause of these changes (Supplementary file 8). 

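Of the 17643 genes above 0 in all 10 libraries, 1 was down- and 4 were up-regulated past the cutoff in all 9 plants. Because all plants were compared with the same wild-type library, the fold changes share its error, which by itself gives plants genes in common. The 26 pairs of plants from different lineages shared a mean of 96.4 down- and 144 up-regulated genes. In 100 shuffles that exchanged the deviations from the mean among genes of like expression within each library, and so kept 1 wild-type library for all plants, the means were 62.8 and 105, at most 69.3 and 111, and 13.25 down- and 20.5 up-regulated genes were past the cutoff in all 9 plants. The shuffles also remove that some genes vary more than others, so they do not separate such genes from an effect of AtCMT3. The up-regulated genes are AtCMT3, with a median log2 fold change of 8.76 over the 9 plants, Thhalv10012375m, with 4.51, Thhalv10015186m, with 3.71, and a further gene. Both named genes have a low wild-type value, 0.197 TPM and 0.174 TPM, on which each of their fold changes rests, and the files pair no name with their identifiers. The paper's GO results list 164 enriched terms for up-regulated genes, of which 0 were found in all 9 plants and 11 in all 3 lineages. For down-regulated genes the paper lists 157 terms, of which 0 were found in all 9 plants and 23 in all 3 lineages. The paper reasons from the lack of terms identified consistently across lineages that AtCMT3 expression is not a likely cause of the changes.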

Lack of transcriptional changes directly related to CHG methylation is consistent with the lack of stable H3K9me2 at these loci (Figure 3C–F). We conclude that genic CHG methylation in *AtCMT3*-expressing lines is uncoupled from heterochromatin formation and transcriptional silencing, similar to gbM.

**Figure 4.**
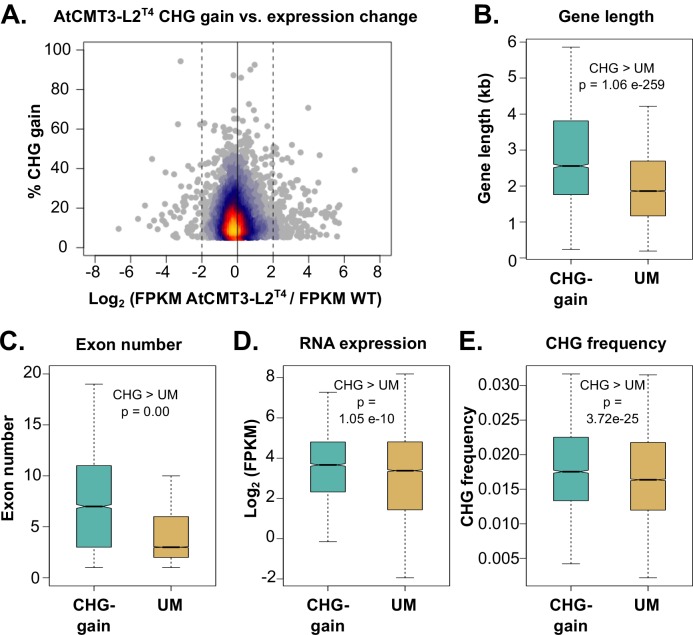
Genes that gain CHG methylation have *A. thaliana* gbM gene characteristics. (**A**) Relationship between levels of CHG methylation gain and log_2 _fold change (FC) in expression for CHG-gain genes in AtCMT3-L2^T4^ relative to wild type. Genes with zero FPKM values were removed from the analysis. See Figure 4—figure supplement 1 for additional individuals analyzed. (**B–E**) Comparison of the (**B**) distribution of gene lengths, (**C**) number of exons, (**D**) expression levels, and (**E**) frequency of CHG sites between CHG-gain genes and unmethylated genes (UM). P-values were calculated using a Wilcoxon rank-sum test. Boxes indicate the first and third quartiles, with the center line indicating the median and notches the 95% confidence interval of the median. Whiskers show 1.0 times the interquartile range and outliers beyond this range were excluded for visualization purposes, but included in all calculations.

**Figure 4—figure supplement 1.**
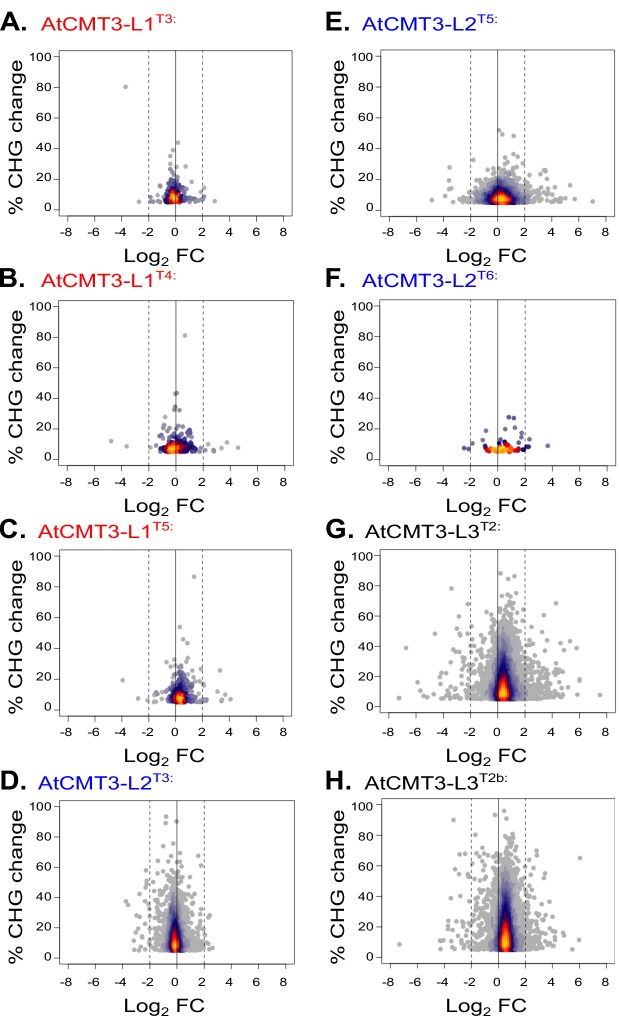
Changes in expression are not related to CHG methylation levels. Relationship between fold change in expression relative to wild type and CHG methylation levels for genes identified as gaining a minimum of 5% CHG methylation in each respective line. Lines analyzed include those with both RNA sequencing and whole genome bisulfite sequencing data: (**A**) AtCMT3-L1^T3^; (**B**) AtCMT3-L1^T4^; (**C**) AtCMT3-L1^T5^; (**D**) AtCMT3-L2^T3^; (**E**) AtCMT3-L2^T5^; (**F**) AtCMT3-L2^T6^; (**G**) AtCMT3-L3^T2^; (**H**) AtCMT3-L3^T2b^. Genes with zero FPKM values were removed from the analysis.

### Genes that gain CHG methylation in AtCMT3-expressing lines are orthologs of *A. thaliana* gbM genes and possess similar characteristics

GbM is present on conserved orthologous genes across diverse plant species (Bewick et al., 2017; Niederhuth et al., 2016; Seymour et al., 2014; Takuno and Gaut, 2013; Takuno et al., 2016). To determine if genes that gain CHG methylation in *AtCMT3*-expressing lineages are genes that would be predicted to have gbM based on orthology, orthologs of CHG-gain genes in *E. salsugineum* were identified in *A. thaliana*. Among the generations of AtCMT3-L1 and L2, there was a total of 4,769 CHG-gain genes identified in at least one individual (Supplementary file 5). Among these genes, 4,104 have an orthologous gene encoded in the *A. thaliana* genome, and, out of those, 1,526 were classified as gbM in the *A. thaliana* Col-0 accession, which is significantly more than expected by chance (p=2.83×10^−222^, hypergeometric test) (Supplementary file 9).

Relative to unmethylated genes, gbM genes are generally characterized as being constitutively expressed at moderate levels, they tend to be longer and have more exons, and have a higher frequency of CMT3-preferred CHG sites (Bewick et al., 2016; Bewick et al., 2017; Lister et al., 2008; Niederhuth et al., 2016; Takuno and Gaut, 2012; Takuno and Gaut, 2013; Takuno et al., 2016; Zhang et al., 2006). To determine whether the CHG-gain genes had similar characteristics, we compared the 4,769 CHG-gain genes identified to the remaining unmethylated *E. salsugineum* genes (UM genes). On average, CHG-gain genes were longer, contained more exons, exhibited a more moderate, but on average higher, range of expression, and had a higher frequency of CHG cytosines relative to gene length compared to unmethylated genes (Figure 4B–E). Therefore, AtCMT3 in *E. salsugineum* methylates genes that are orthologs and/or characterized by similar properties of gbM loci in *A. thaliana*.

### Gains in CHG methylation over gene bodies are associated with gains in non-CHG methylation

GbM is defined as strictly CG context methylation (Bewick and Schmitz, 2017), which contrasts with the predominantly CHG methylation observed over gene bodies in the AtCMT3-Lines (Figure 1B, Figure 3A, Figure 1—figure supplement 2, and Figure 3—figure supplement 1). To determine if *AtCMT3* expression resulted in non-CHG methylation over gene bodies as well, we focused on the AtCMT3-L2 lineage, which showed higher *AtCMT3* expression levels and CHG-gain genes relative to AtCMT3-L1. We analyzed all CHG DMRs that overlapped CHG-gain genes identified in the T4 generation (4,312 CHG DMRs overlapping 4,055 CHG-gain genes) (Supplementary file 2 and Supplementary file 5), and determined the levels of CG, CHG, and CHH methylation over these regions (Figure 5A). Re-focusing the analysis to the level of DMRs over genes, rather than whole genes, revealed some residual methylation present on genes below our original cutoff of 1% gene-wide methylation. This residual methylation was almost exclusively in the CG context and is consistent with CMT3 preferentially localizing to methylated DNA (Figure 5A). Importantly, 2,094 of the 4,312 regions had no detectable CHG methylation in wild type and 597 of the 4,312 had no methylation in any sequence context (see also Figure 5A, Figure 1—figure supplement 2, and Figure 3—figure supplement 1).

**Figure 5.**
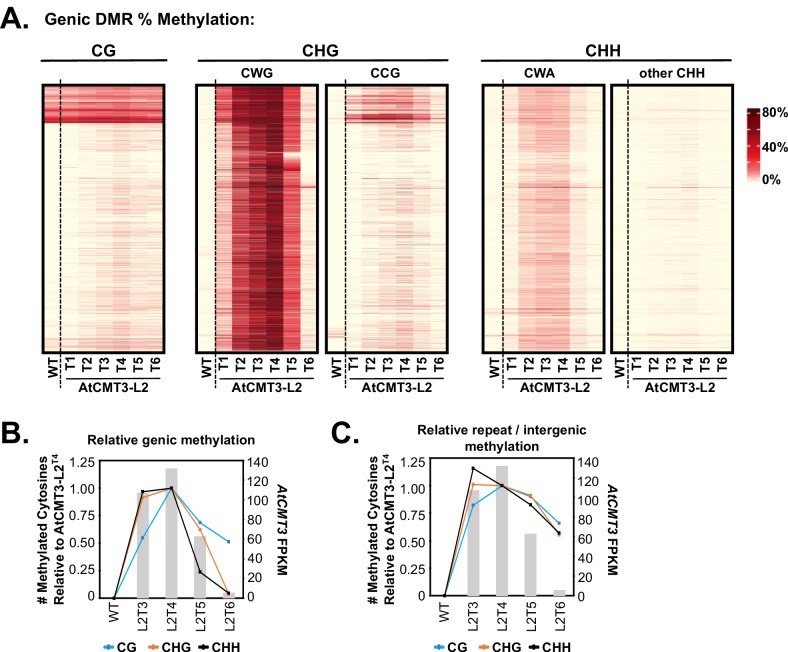
CHG methylation over gene bodies is associated with gains in non-CHG methylation. (**A**) Heatmap of % methylation levels across CHG DMRs overlapping the CHG-gain genes in AtCMT3-L2^T4^ divided into selected trinucleotide contexts. See Figure 5—figure supplement 1A for further parsing of the data into all 16 possible trinucleotide contexts. (**B**) Assessment of the relationship of genic cytosine methylation to *AtCMT3* expression across AtCMT3-L2 generations. Line plots show the number of methylated cytosines in each context relative to AtCMT3-L2^T4^ across CHG DMRs overlapping CHG-gain genes identified in AtCMT3-L2^T4^. Bar plots show the expression of the *AtCMT3* transgene. For further parsing of the CHG and CHH contexts into CWG vs. CCG and CWA vs. other CHH, see Figure 5—figure supplement 1B–C. (**C**) Assessment of the relationship of repeat and intergenic cytosine methylation to *AtCMT3* expression across AtCMT3-L2 generations. Line plots show the number of methylated cytosines relative to AtCMT3-L2^T4^ across hyper CHG DMRs identified in AtCMT3-L2^T4^ that overlap repeats or intergenic regions. Bar plots show the expression of the *AtCMT3* transgene.

**Figure 5—figure supplement 1.**
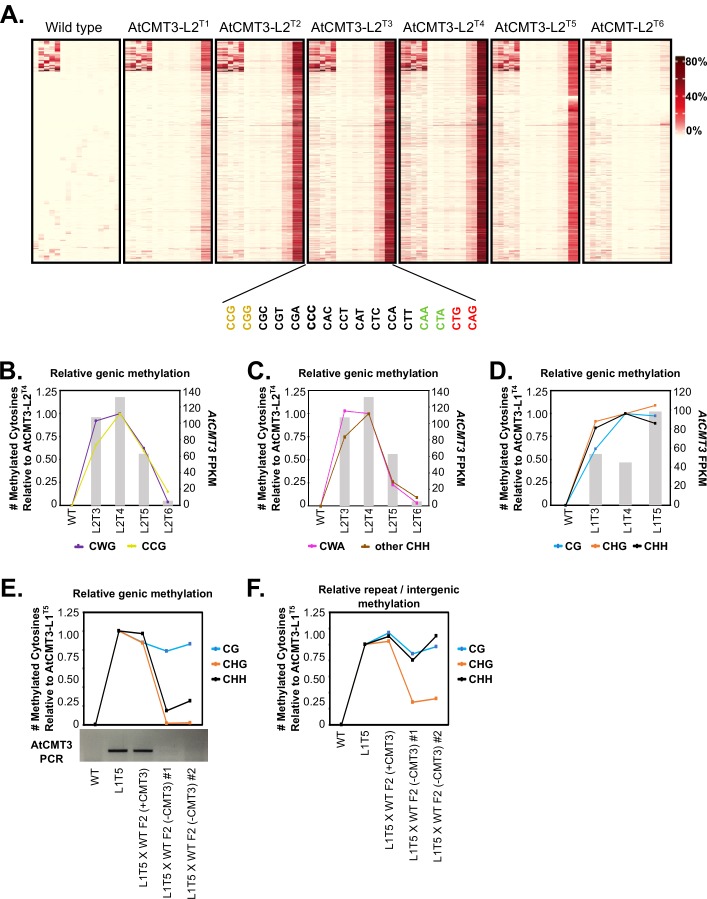
CHG methylation over gene bodies is associated with gains in non-CHG methylation. (**A**) Heatmap of % methylation levels across CHG hyper-DMRs overlapping the CHG-gain genes in AtCMT3-L2^T4^ divided into all 16 possible trinucleotide contexts. (**B–C**) Assessment of the relationship of genic cytosine methylation to *AtCMT3* expression across AtCMT3-L2 generations. Line plots show the number of methylated cytosines in (**B**) CWG vs. CCG contexts and (**C**) CWA vs. other CHH contexts relative to AtCMT3-L2^T4^ across CHG DMRs overlapping CHG-gain genes defined in AtCMT3-L2^T4^. Bar plots show the expression of the *AtCMT3* transgene. See also Figure 5A–B. (**D**) Assessment of the relationship of genic cytosine methylation to *AtCMT3* expression across AtCMT3-L1 generations. Line plots show the number of methylated cytosines in each context relative to AtCMT3-L1^T4^ across CHG DMRs overlapping CHG-gain genes identified in AtCMT3-L1^T4^. Bar plots show the expression of the *AtCMT3* transgene. (**E–F**) Assessment of the number of methylated cytosines relative to AtCMT3-L1^T5^ across hyper CHG DMRs identified in AtCMT3-L1^T5^ that overlap CHG-gain genes identified in AtCMT3-L1^T5^ (**E**) or repeats or intergenic regions (**F**). AtCMT3-L1^T5^ was crossed to wild type (non-transgenic) and three F2 progeny were assessed: one progeny that retained the transgene (L1T5XWT F2 (+CMT3)) and two where the transgene segregated out (L1T5XWT F2 (-CMT3) #1 and #2). The gel image below the line plot is the result of PCR conducted on genomic DNA from each line with primers to detect the *AtCMT3* transgene.

**Figure 5—figure supplement 2.**
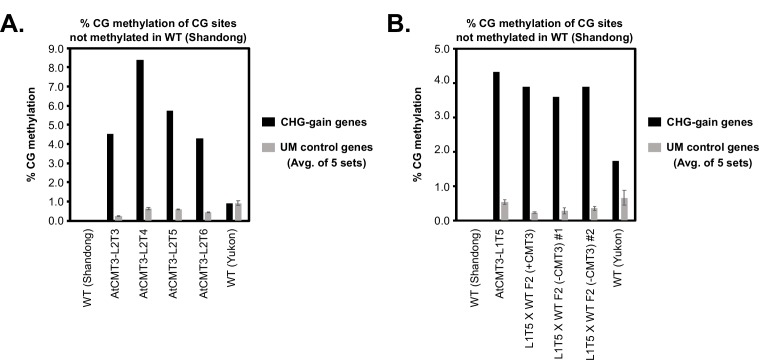
AtCMT3-induced genic CG methylation is maintained at higher levels than background following loss of *AtCMT3* expression. (**A**) Comparison of the % methylation of CG sites that were not found to be methylated in the non-transgenic wild type (Shandong ecotype) parent of AtCMT3 transgenic lines. Shown is the % CG methylation calculated in each lineage across hyper CHG DMRs identified in AtCMT3-L2^T4^ that overlap CHG-gain genes identified in AtCMT3-L2^T4^ (black bars; same regions assessed in Figure 5B) compared to the average % CG methylation of an equal amount of sequence space extracted from five randomly chosen sets of unmethylated genes that did not gain CHG methylation in AtCMT3-L2^T4^. The number of genes chosen in each set was equal to the number of AtCMT3-L2^T4^ CHG gain genes. Note that AtCMT3-L2^T5^ and T6 exhibited silencing of the *AtCMT3* transgene, yet still maintained CG methylation levels higher than that detected on unmethylated genes. Methylation over the same regions was also assessed in additional, non-transgenic *E. salsugineum* accession (Yukon) to demonstrate that the levels of CG methylation over CHG gain genes in transgenic lines were unlikely to have occurred independently of AtCMT3. (**B**) Comparison of the % methylation of CG sites that were not found to be methylated in the non-transgenic wild type (Shandong ecotype) parent of AtCMT3 transgenic lines. Shown is the % CG methylation calculated in each lineage across hyper CHG DMRs identified in AtCMT3-L1^T5^ that overlap CHG-gain genes identified in AtCMT3-L1^T5^ (black bars; same regions assessed in Figure 5—figure supplement 1E) compared to the average % CG methylation of an equal amount of sequence space extracted from five randomly chosen sets of unmethylated genes that did not gain CHG methylation in AtCMT3-L1^T5^. The number of genes chosen in each set was equal to the number of AtCMT3-L1^T5^ CHG gain genes. AtCMT3-L1^T5^ was crossed to wild type (non-transgenic) and three F2 progeny were assessed: one progeny that retained the transgene (L1T5XWT F2 (+CMT3)) and two where the transgene segregated out (L1T5XWT F2 (-CMT3) #1 and #2). Note that the F2 progeny where the transgene segregated out still maintained CG methylation levels higher than that detected on unmethylated genes. As in (**A**), methylation over the same regions was also assessed in additional, non-transgenic *E. salsugineum* accession (Yukon) to demonstrate that the levels of CG methylation over CHG gain genes in transgenic lines were unlikely to have occurred independently of AtCMT3. Error bars are ± one standard deviation of the mean.

As observed previously, the major gains in genic methylation in AtCMT3-Lines occurred in the CHG contexts (Figure 5A). Further dividing CHG methylation into CWG and CCG contexts revealed that the CHG methylation was highly enriched for CWG methylation, consistent with the preferred substrates of CMT3 (Gouil and Baulcombe, 2016; Stoddard et al., 2019) (Figure 5A). Widespread, but lesser gains were also identified for CHH cytosines (Figure 5A). The CHH methylation was almost exclusively in the CWA context, which is indicative of CMT2 activity and not RdDM (Gouil and Baulcombe, 2016), suggesting that CMT3 activity likely leads to the recruitment of CMT2. Gains in genic CG methylation were comparatively lower than the other sequence contexts, but did occur appreciably over most loci, including regions with no prior CG methylation (Figure 5A). Further parsing of the data into all 16 trinucleotide contexts did not reveal any additional trends in the patterns of methylation (Figure 5—figure supplement 1A).

### Ectopic genic CG methylation is preferentially maintained following loss of AtCMT3 expression

Establishment of methylation in non-CHG sequence contexts over CHG-gain genes is consistent with CMT3 activity recruiting additional methyltransferase pathways. The natural transgene silencing that occurred in the AtCMT3-L2 lineage following the T4 generation provided an opportunity to test this hypothesis and determine whether non-CHG methylation remained following loss of *AtCMT3* expression. To do so, we analyzed AtCMT3-L2 individuals for which we had both RNA-seq and whole genome bisulfite sequencing data (wild type, AtCMT3-L2 T3-T6) relative to the T4 generation, which showed the highest number of CHG-gain genes. The number of newly methylated cytosines in each sequence context in the CHG DMRs overlapping the 4,055 CHG-gain genes identified in AtCMT3-L2^T4^ were identified for each individual (same regions as Figure 5A; cytosines analyzed were corrected for coverage in all lines). Then the ratio of methylated cytosines was calculated relative to the T4 generation.

Results showed that the proportional CHG methylation levels on genes mirrored *AtCMT3* expression levels, with a slight increase in proportional methylation from 92% in AtCMT3-L2^T3^ to 100% (by definition) in AtCMT3-L2^T4^ (Figure 5B). Following the T4 generation, and consistent with progressive silencing of the *AtCMT3* transgene, the number of CHG cytosines methylated showed a marked decrease, with only 62% of T4 levels remaining methylated in the T5 generation and 4% remaining methylated in the T6 generation where *AtCMT3* expression was greatly reduced (Figure 5B). CHH context cytosines showed a similar trend with 97% cytosines methylated in the T3 relative to the T4 generation, followed by a steep decline, with only 24% and 5% methylated remaining in the T5 and T6 generations, respectively, relative to the T4 (Figure 5B). Further dividing CHG and CHH cytosines into CWG vs. CCG or CWA vs. other CHH contexts did not reveal any differences in these trends (Figure 5—figure supplement 1B–C).

CG context cytosines showed a more substantial increase from the T3 to T4 generation, with CG cytosines in the T3 generation at 54% of the levels measured in T4 (Figure 5B). Also contrasting with CHG and CHH methylation, following the T4 generation, the proportion of methylated CG sites remaining following the progressive *AtCMT3* silencing was relatively high and much more stable, with 68% in T5% and 51% in T6 of the CG cytosines remaining methylated, relative to T4 (Figure 5B).

The results of the analysis of genic methylation for AtCMT3-L2 contrast with the identical analysis conducted on AtCMT3-L1, which did not show evidence of silencing of the *AtCMT3* transgene. In this case, the relative methylation levels were maintained in all sequence contexts across generations (Figure 5—figure supplement 1D). Furthermore, to verify that the remaining genic CG methylation in AtCMT3-L2^T6^ did not result from residual AtCMT3 activity, we also completed an alternative approach where we crossed the AtCMT3-L1^T5^ transgene expressing line to wild type (non-transgenic) to segregate out the transgene. We analyzed two F2 progeny from this cross in which the transgene was segregated out and one F2 progeny that still contained the transgene (Figure 1—figure supplement 1). In the F2 progeny that did not encode the transgene, the ectopic genic CHG and CHH methylation that was present in the in the transgenic parent was lost but the genic CG methylation was maintained, similar to the result from AtCMT3-L2 when the transgene was silenced (Figure 5—figure supplement 1E). In contrast, the F2 progeny that still encoded the transgene maintained similar levels of genic methylation in all contexts as the transgenic parent (Figure 5—figure supplement 1E).

Importantly, the levels of newly methylated CG cytosines on CHG-gain genes in both the lines that lost *AtCMT3* through silencing or crossing out were higher than background due to bisulfite non-conversion, estimated by comparing them to randomly sampled, un-methylated genes that did not gain CHG methylation (Figure 5—figure supplement 2A–B). The genic CG methylation is also unlikely to have occurred independently of AtCMT3, as the gains in genic CG methylation at these loci are also higher that those found by comparing an additional, non-transgenic *E. salsugineum* accession (Yukon) (Figure 5—figure supplement 2A–B). Thus, genic CG methylation showed a lesser dependency on *AtCMT3* expression and was preferentially maintained following loss of transgene expression, either through natural silencing or crossing out the transgene, consistent with maintenance of CG methylation by other methyltransferases recruited by initial AtCMT3 activity.

### AtCMT3 preferentially methylates heterochromatin relative to genes

The majority CHG DMRs resulting from *AtCMT3* expression were annotated as repeats or intergenic regions with prior methylation in wild type (~75% compared to ~25% genic loci with no prior methylation) (Figure 2A). Furthermore, the levels of CHG methylation in *AtCMT3* expressing lines were much higher on repeats relative to genes (30–70% CHG methylation on repeats compared to 2–10% on genes) (Figure 2B–C). Therefore, we next sought to determine whether this difference was a result of AtCMT3 preferentially methylating heterochromatic loci relative to genic loci. We reasoned that favorable activity of AtCMT3 on heterochromatin could be revealed in lines where *AtCMT3* transgene expression was reduced, as they would be expected to show a greater proportional loss of CHG methylation over genic regions relative to heterochromatic loci when compared to lines with high *AtCMT3* expression.

To test this, we performed the same analysis reported in Figure 5B, except instead of genic loci, we focused on regions defined as hyper-CHG DMRs in AtCMT3-L2^T4^ that did not overlap genes (i.e. repeats and intergenic loci). Results showed that the relative number of methylated cytosines was much more robustly maintained in the AtCMT3-L2 T5 and T6 generations at these loci relative to genic loci following loss of *AtCMT3* transgene expression (compare Figure 5B and C). This was especially evident in the T6 generation that showed a −4.6 log_2 _fold change in *AtCMT3* expression relative to AtCMT3-L2^T4^ (Figure 5C). 

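Scaled to TPM, AtCMT3 expression fell by 5.14 on the log2 scale from AtCMT3-L2T4 to AtCMT3-L2T6, which is 35.2-fold lower. The log2 fold change was -4.61 in the values as deposited, in which the T4 library is in FPKM and the T6 library in TPM. Each value rests on 1 plant.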

Despite substantial loss of transgene expression, 55% and 57% of CHG and CHH cytosines, respectively, remained methylated in the T6 generation relative to T4 across repeats and intergenic loci (Figure 5C). In contrast, only 4% of CHG and 5% of CHH cytosines remaining methylated across genes (Figure 5B). Methylated CG cytosines were also slightly more robust to loss of *AtCMT3* transgene expression, dropping to 66% of T4 levels over repeats compared to 51% over genes in the T6 generation (Figure 5B–C).

An alternative explanation for these results is that methylation induced by *AtCMT3* expression is more readily maintained by other methylation pathways in heterochromatin relative to genes, as other methyltransferases preferentially target these regions. To consider this possibility, we also analyzed the relative maintenance of DNA methylation in heterochromatin in lines in which the transgene was removed via crossing to wild type. In the F2 progeny of the AtCMT3-L1T5 X wild type cross that no longer encoded the transgene, both CG and CHH methylation were maintained at relatively similar levels as the transgenic parent, in contrast to CHG methylation that was only maintained at ~25% of the levels of the transgenic parent (Figure 5—figure supplement 1F). This is consistent with the possibility that AtCMT3-induced CG and CHH methylation, and to a lesser extent CHG methylation, can be perpetuated following loss of *AtCMT3* in heterochromatin in preference to genes by other methylation pathways. However, the relative levels of CHG methylation in particular are lower than those detected over heterochromatin for lines in which the transgene was silenced, consistent with residual AtCMT3 preferentially targeting heterochromatin in these lines (Figure 5C). We conclude that AtCMT3 preferentially targets heterochromatin and does not readily methylate genic loci until expressed at high levels.

## Discussion

We have provided experimental evidence that CMT3 can initiate epimutations in the form of gene body CG methylation, which are maintained over generational time, even after loss of *AtCMT3* expression. This finding has provided new insights into CMT3 localization and function by showing CMT3 is associated with de novo DNA methylation activity in vivo at genic loci lacking prior DNA methylation. The results also revealed a mechanism for the establishment of gbM that is consistent with the hypothesis that gbM is a passive effect of self-reinforcing positive feedback loops inherent to the heterochromatin machinery.

The natural loss of *CMT3* in *E. salsugineum* and other species associated with the loss of gbM (Bewick et al., 2016; Niederhuth et al., 2016), combined with prior work demonstrating that CMT3 targeting and activity requires binding to H3K9me (Du et al., 2012; Stoddard et al., 2019), suggests that both CMT3 and histone methyltransferases are important in the establishment of gbM. Furthermore, a plausible means for CMT3 activity to recruit additional methyltransferase pathways that deposit methylation in additional sequence contexts, such as CMT2, is indirectly through the promotion of H3K9me2 (Du et al., 2015). We therefore propose that both enzymes work in concert to provide de novo methylation of transcribed loci to initially establish gbM through the model described in Figure 6, which expands on prior models (Inagaki and Kakutani, 2012).

**Figure 6.**
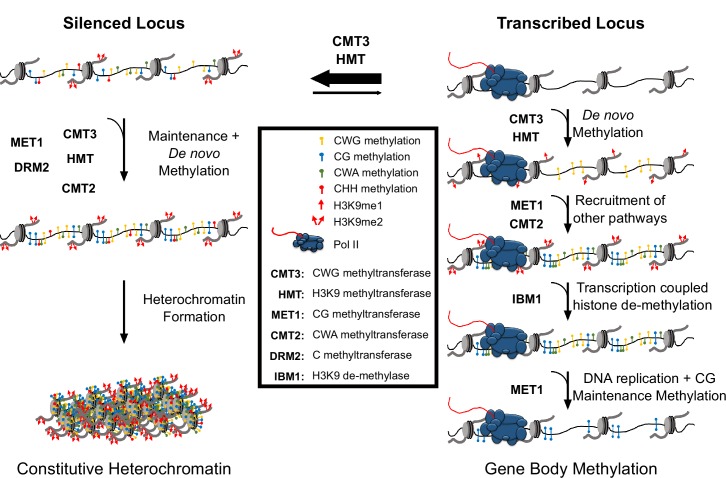
Hypothetical model for CMT3 establishment of gbM. The activity of CMT3 and histone methyltransferases (HMTs) maintains CWG methylation and H3K9me2, respectively, and is most readily detected at silenced loci. At silenced loci, methylation by CMT3 and HMTs is reinforced by other methyltransferase pathways, including MET1 (CG methylation), CMT2 (CWA methylation), and DRM2 (methylation in all contexts), which maintain constitutive heterochromatin. In contrast to silenced loci, CMT3 and HMTs can only transiently establish de novo CWG methylation and H3K9me at transcribed loci characterized by gbM. This process may be initiated by incorporation of H3K9me1 nucleosomes, which are bound exclusively by CMT3 and not CMT2 and normally removed by the H3K9 de-methylase IBM1 in a transcription coupled mechanism. However, on rare occasions CMT3 may bind H3K9me1 located in genes and de novo methylate CWG cytosines. De novo methylation of CMT3 is not a favored activity of the enzyme, so this happens only very rarely or when CMT3 is expressed at high levels. This temporally stabilizes H3K9me due to the self-reinforcing feedback loop between histone and DNA methyltransferases. Transient stabilization of H3K9me promotes H3K9me2 that can then recruit additional methyltransferases including MET1 and CMT2 to methylate CG and CWA cytosines, respectively. Heterochromatin formation is inhibited, however, through eventual removal of H3K9me by IBM1. Loss of H3K9me and/or loss of available CMT3 results in the failure of maintenance of DNA methylation in all contexts except CG following DNA replication. CG methylation is maintained due to the preferential targeting of the CG maintenance methyltransferase, MET1, to hemi-methylated cytosines following replication.

In this model, nucleosomes possessing H3K9me are on rare occasions incorporated into transcribed genes. Initially, genic histone methylation could be restricted to H3K9me1, which is bound by CMT3 and not CMT2 (Stroud et al., 2014), and could potentially explain the phylogenetic correlation between encoding *CMT3* and the presence of gbM across plant species (Bewick et al., 2016; Niederhuth et al., 2016). Most H3K9me associated nucleosomes are efficiently removed via the histone de-methylase, INCREASED BONSAI METHYLATION 1 (IBM1), in a transcription coupled mechanism. In *A. thaliana*, gbM loci are devoid of H3K9me2 due to the activity of IBM1, which prevents the establishment of H3K9me2 at gbM loci through a mechanism that requires active transcription (Inagaki et al., 2010; Saze et al., 2008). It is notable that encoded in the *E. salsugineum* genome are several expressed orthologs of the *A. thaliana IBM1* (Supplementary file 10), which could destabilize H3K9me and plausibly explain the lack of detection of H3K9me over genes that gain CHG methylation (Figure 3, Figure 3—figure supplement 1 and Figure 3—figure supplement 2). However, CMT3 binding to H3K9me may transiently stabilize H3K9me2 through the establishment of de novo CHG methylation, which activates the feedback loop between DNA and histone methyltransferases. This contrasts with CMT3 activity at heterochromatin, where CMT3 preferentially methylates hemi-methylated CWG sites and is re-enforced by additional methylation pathways. 

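The paper's supplementary data name 3 IBM1-like genes, and their wild-type values there equal those deposited. Over the 10 libraries Thhalv10023846m lay between 9.59 TPM in AtCMT3-L1T3 and 18.3 TPM in AtCMT3-L1T4, with 9.89 TPM in wild type. Thhalv10029199m lay between 3.05 TPM in AtCMT3-L2T6 and 5.14 TPM in wild type. Thhalv10020080m lay between 0.239 TPM in AtCMT3-L2T5 and 1.14 TPM in AtCMT3-L2T4, with 0.243 TPM in wild type. In AtCMT3-L2T4 alone it was past the cutoff, with a log2 fold change of 2.23 that rests on the low wild-type value.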

As de novo methylation is a less favored activity of CMT3, this process is predicted to occur rarely, but can be promoted with high levels of CMT3 expression. Transient stabilization of H3K9me2 recruits additional methyltransferases, including CMT2, which establish DNA methylation in additional sequence contexts. Finally, removal of H3K9me2 by IBM1 disrupts the feedback loop between H3K9me2 and CMTs resulting in the loss of non-CG methylation following DNA replication. CG methylation is maintained, however, due to the preferential recruitment of CG maintenance methyltransferases to hemi-methylated sites following DNA replication (Figure 6).

From a mechanistic standpoint, it is most parsimonious to conclude that gbM is a passive byproduct inherent to the function of CMT3 in the maintenance of heterochromatin. The presence of pathways that work to uncouple gbM from transcriptional silencing, such as the IBM1 pathway, further support this line of reasoning, as they may have evolved to counteract negative consequences of ‘spillage’ of the heterochromatin machinery into genic space. Why, then, are some genes consistently characterized by body methylation across species and others not? It is telling that the genes that gain methylation in *E. salsugineum* are homologs of gbM genes in *A. thaliana* and/or retain similar characteristics including gene length, expression profile, and relative frequency of CHG sites. Rather than an exact determinant of gbM status, it is likely that gene length and constitutive expression contribute to the exposure of a locus to incorporation of H3K9me1/2 nucleosomes, which, combined with the frequency of CMT3-preferred CWG sites and CMT3 levels, make a gene susceptible to methylation by CMT3 in a probabilistic manner. Under this model, gbM can be thought of as an epigenetic scar resulting from transient localization of the heterochromatin machinery that is likely to be present on a given gene as a function of these factors. This model does not exclude functional consequences of gbM, but it also does not require them.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Agrobacterium tumefaciens*)	C58C1	other		Dr. Robert Schmitz (University of Georgia)
Strain, strain background (*Eutrema salsugineum*)	Shandong	https://www.arabidopsis.org	CS22504	
Strain, strain background (*E. salsugineum*)	Shandong AtCMT3 lineages	This paper		Dr. Robert Schmitz (University of Georgia)
Strain, strain background (*E. salsugineum*)	Yukon	https://www.arabidopsis.org	CS22664	
Antibody	anti-H3K9me2	Cell Signaling Technology	Cat# 9753 s; RRID: AB_659848	Polyclonal, 5 μg
Antibody	anti-H3K9me1	Abcam	Cat# 8896; RRID: AB_732929	Polyclonal, 5 μg
Recombinant DNA reagent	pEarleyGate 302 pAtCMT3::gAtCMT3	PMID: 23021223		
Peptide, recombinant protein	T4 DNA Ligase	NEB	Cat# M0202	
Peptide, recombinant protein	Klenow Fragment	NEB	Cat# M0210	
Peptide, recombinant protein	Phusion DNA Polymerase	NEB	Cat# M0530	
Peptide, recombinant protein	SuperScript III Reverse Transcriptase	Invitrogen	Cat# 18080044	
Commercial assay or kit	Qiagen DNeasy Plant Mini Kit	Qiagen	Cat# 69106	
Commercial assay or kit	EZ DNA-methylation Gold Kit	Zymogen	Cat# D5006	
Commercial assay or kit	AMPure beads	Beckman Coulter	Cat# A63880	
Commercial assay or kit	NEXTFLEX Bisulfite Sequencing Library Prep Kit	Bioo Scientific	Cat# NOVA-5119–01	
Commercial assay or kit	KAPA HiFi Uracil+	Roche	Cat #07959079001	
Commercial assay or kit	Direct-Zol RNA Mini-prep plus	Zymogen	Cat# R2071	
Commercial assay or kit	Illumina TruSeq mRNA Stranded Library Kit	Illumina	Cat# 20020594	
Commercial assay or kit	Protein A Dynabeads	Invitrogen	Cat# 10001D	
Commercial assay or kit	LightCycler 480 SYBR green master mix	Roche	Cat# 04707516001	
Chemical compound, drug	Silwet L-77	Phyto Technology Laboratories	Cat#:S7777	
Chemical compound, drug	Pierce Protease Inhibitors	ThermoFisher	Cat# A32963	
Chemical compound, drug	NEBNext dA-Tailing Reaction Buffer	NEB	Cat# B6059	
Chemical compound, drug	proteinase K	ThermoFisher	Cat# 26160	
Software, algorithm	methylpy	PMID: 26030523		https://github.com/yupenghe/methylpy
Software, algorithm	cutadapt v1.9.dev1	DOI: https://doi.org/10.14806/ej.17.1.200	RRID:SCR_011841	https://cutadapt.readthedocs.io/en/stable/
Software, algorithm	bowtie 2.2.4	PMID: 22388286	RRID:SCR_005476	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Software, algorithm	Intervene v.0.6.1	PMID: 28569135		https://intervene.readthedocs.io/en/latest/
Software, algorithm	Bedtools v2.27.1	PMID: 20110278	RRID:SCR_006646	https://bedtools.readthedocs.io/en/latest/
Software, algorithm	HISAT2 v2.0.5	PMID: 25751142	RRID:SCR_015530	https://ccb.jhu.edu/software/hisat2/index.shtml
Software, algorithm	StringTie v1.3.3b	PMID: 25690850	RRID:SCR_016323	https://ccb.jhu.edu/software/stringtie/#pub
Software, algorithm	HOMER 4.10	PMID: 20513432	RRID:SCR_010881	http://homer.ucsd.edu/homer/
Software, algorithm	Trimmomatic v0.33	PMID: 24695404	RRID:SCR_011848	http://www.usadellab.org/cms/?page=trimmomatic
Software, algorithm	Bowtie v1.1.1	PMID: 19261174	RRID:SCR_005476	http://bowtie-bio.sourceforge.net/index.shtml
Software, algorithm	SAMtools v1.2 and v0.1.19	PMID: 19505943	RRID:SCR_00210	http://samtools.sourceforge.net
Software, algorithm	R v3.44	other	RRID:SCR_001905	https://www.r-project.org

### Contact for reagent and resource sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by Robert J. Schmitz ().

### Experimental models and subject details

*Eutrema salsugineum* Shandong ecotype was grown on soil at 21°C in long day conditions (16 hr light, 8 hr dark). Plant transgenesis was conducted using the floral dip method (Clough and Bent, 1998). The pEarleyGate 302 vector containing genomic sequence of *Arabidopsis thaliana CMT3*, including the native promoter, published by Du et al. (2012) was transformed into *Agrobacterium tumefaciens* strain C58C1. Bacteria were grown for 2 days at 30°C in 200 ml cultures containing gentamicin (25 µg/mL), kanamycin (50 µg/mL), and rifampicin (50 µg/mL) and pelleted by centrifugation at 4°C. Bacterial pellets were resuspended in 5% sucrose and 0.03% Silwet L-77 (Phyto Technology Laboratories) and used to dip open *E. salsugineum* inflorescences. Transgenic plants were selected for using Finale (BASTA, Bayer).

### Whole genome bisulfite sequencing

Whole genome bisulfite sequencing libraries were generated based on methods described in Urich et al. (2015). DNA was extracted from cauline leaves of individual plants flash-frozen in liquid nitrogen using the Qiagen DNeasy Kit according to the manufacturer’s instructions. DNA was fragmented via sonication to a peak size of ~200 bp and further size selected using AMPure beads (Beckman Coulter) to between 150 bp and 500 bp. Fragment end repair was performed using End-It from Lucigen incubated at room temperature for 45 min, followed by purification using AMPure beads. Next, A-tailing was conducted using Klenow Fragment from NEB in NEBNext dA-tailing reaction buffer at 37°C for 30 min, followed by purification with AMPure beads and Illumina indexed adapter (NEXTFLEX Bisulfite-Seq Barcodes) ligation using T4 DNA ligase from NEB. Ligation was conducted at 16°C for 16 hr. Ligation products were purified twice using AMPure beads and bisulfite converted using the EZ DNA Methylation-Gold Kit from Zymogen. Bisulfite converted DNA was then amplified using KAPA HiFi Uracil + and universal primers with the following parameters: 95°C for 2 min, 98°C for 30 s, 8 cycles of 98°C for 15 s, 60°C for 30 s, 72°C for 4 min, and a final extension time of 72°C for 10 min. PCR products were purified using AMPure beads and sequenced with an Illumina NextSeq500 instrument by the Georgia Genomics and Bioinformatics Core. Adapters and primers used were those provided in the NEXTFLEX Bisulfite Sequencing Library Prep Kit (Bioo Scientific).

### RNA-sequencing

Total RNA was extracted from cauline leaves of individual plants using the Direct-Zol RNA Mini-prep plus kit from Zymogen according to the manufacturer’s instructions. Sequencing libraries were prepared from 1.3 μg input RNA with the Illumina TruSeq mRNA Stranded Library Kit according to the manufacturer’s instructions, except all volumes were reduced to 1/3 of the recommended quantity. Sequencing was completed using an Illumina NextSeq500 instrument by the Georgia Genomics and Bioinformatics Core.

### Chromatin immunoprecipitation and sequencing (ChIP-seq)

ChIP was conducted based on the protocol described in Schubert et al. (2006). Cauline leaves were harvested from individual plants and submerged in cross-linking buffer (10 mM Tris-HCl pH 8, 1 mM EDTA, 0.4 M sucrose, 100 mM PMSF, 1% formaldehyde). Tissues were vacuum infiltrated for 5 min at 85 kPa, followed by release of vacuum and 10 additional minutes at 85 kPa. Crosslinking was quenched with the addition of glycine to a concentration of 100 mM followed by 5 min under vacuum at 85 kPa. Tissues were then washed five times in water, flash frozen in liquid nitrogen, and ground to a fine powder with mortar and pestle. Powder was suspended in 10 mls extraction buffer 1 (0.4 M sucrose, 10 mM Tris-HCl pH 8, 10 mM MgCl_2_, 5 mM BME, 0,1 mM PMSF, 1 mM EDTA, one tab/10 ml Pierce Protease Inhibitors (ThermoFisher)). The suspension was filtered through 2 layers of Miracloth to enrich nuclei and pelleted by centrifugation for 20 min at 4000 rpm at 4°C. Pellets were resuspended in 1 ml extraction buffer 2 (0.25 M sucrose, 10 mM Tris-HCl pH 8, 10 mM MgCl_2_, 1% Triton X-100, 1 mM EDTA, 5 mM BME, 0.1 mM PMSF, one tab/10 ml protease inhibitors) and centrifuged for 10 min at 12,000 g at 4°C. Pellets were then suspended in 300 μl extraction buffer 3 (1.7 M sucrose, 10 mM Tris-HCl pH 8, 0.15% Triton X-100, 2 mM MgCl_2_, 1 mM EDTA, 5 mM BME, 0.1 mM PMSF, one tab/10 ml protease inhibitors) and layered on top of 300 μl extraction buffer 3. Samples were then centrifuged for 1 hr at 16,000 g at 4°C, supernatant was removed, and chromatin pellets were resuspended in 100 μl nuclei lysis buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, 1% SDS, 0.1 mM PMSF, one tab/10 ml protease inhibitors). Chromatin was fragmented via sonication to a fragment size of ~200 base pairs and debris were removed by centrifugation at 16,000 g for 5 min at 4°C. 10 μl of the supernatant was removed for input controls and the remaining supernatant was diluted 1:10 in ChIP dilution buffer (1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 8, 167 mM NaCl, 0.1 M PMSF, one tab/10 ml protease inhibitors).

Protein A Dynabeads (Invitrogen) were prepared by washing 25 μl beads three times with 1 ml ChIP dilution buffer (1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 8, 167 mM NaCl). Beads were then resuspended in 100 μl ChIP dilution buffer with 5 ug anti-H3K9me2 (Cell Signaling Technology, Cat. # 9753 s) or anti-H3K9me1 (Abcam # 8896) added. Antibodies were bound to beads at 4°C with end over end rotation for 3 hr. Beads were then washed three times with ChIP dilution buffer (1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 8, 167 mM NaCl, 0.1 M PMSF, one tab/10 ml protease inhibitors) and resuspended in the diluted chromatin samples from above. Samples were incubated with rotation over night at 4°C.

Following incubation, beads were washed twice with 1 ml each of low salt wash buffer (150 mM NaCl, 0.1% SDS, 1% TritonX-100, 2 mM EDTA, 20 mM Tris-HCl pH 8), high salt wash buffer (500 mM NaCl, 0.1% SDS, 1% TritonX-100, 2 mM EDTA, 20 mM Tris-HCl pH 8), and LiCl wash buffer (0.25 LiCl, 1% NP40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8). Beads were then washed one time with 1 ml TE buffer (10 mM Tris-HCl pH 8, 1 mM EDTA) and resuspended in 250 μl elution buffer (1% SDS, 0.1 M NaHCO_3_). Samples were eluted with incubation at 65°C for 15 min with gentle agitation. The supernatant was removed and saved and the elution was repeated with an additional 250 μl elution buffer. Supernatants were then combined and 20 μl 5 M NaCl was added. 500 μl elution buffer and 20 μl 5 M NaCl were also added to the input controls. Crosslinks were reversed over night at 65°C. Following crosslink reversal, 10 μl of 0.5 M EDTA, 20 μl 1 M Tris-HCl (pH 6.5), and 2 μl of 10 mg/ml proteinase K (ChIP grade, Thermo Fisher Scientific) was added to each sample and incubated at 45°C for 1 hr. DNA was extracted with phenol/chloroform/isoamyl alcohol (25:24:1) and resuspended in water.

ChIP sequencing libraries were prepared by conducting end repair, A-tailing, and adaptor ligation steps identical to those described for bisulfite sequencing library preparation, except that with the substitution of Illumina TruSeq adaptors and indexed primers. Libraries were amplified with Phusion DNA Polymerase (NEB) with the following parameters: 95°C for 2 min, 98°C for 30 s, 15 cycles of 98°C for 15 s, 60°C for 30 s, 72°C for 4 min, and a final extension step of 72°C for 10 min. Libraries were sequenced on an Illumina NextSeq500 instrument by the Georgia Genomics and Bioinformatics Core.

### qRT-PCR

RNA was extracted from cauline leaves of individual plants using the Direct-Zol RNA Mini-prep plus kit from Zymogen according to the manufacturer’s instructions. Synthesis of cDNA was completed using SuperScript III with random hexamers (Invitrogen) according to the manufacturer’s instructions. Real time qRT-PCR was conducted using LightCycler 480 SYBR green master mix in a Light Cycler 480 instrument (Roche). Primers used include: AtCMT3 qRT-PCR FP: TGGTTTGAACCTCGTCACTAAA; AtCMT3 qRT-PCR RP: CGTTTGTCTCTGGGTGGTTAT; EsTUB4 qRT-PCR FP: CCTCCATATCCAAGGCGGTC; EsTUB4 qRT-PCR RP: GTACTGGCCGGTGTGATCAA.

### Whole genome bisulfite sequencing mapping and analyses

WGBS data were processed using ‘single-end-pipeline’ function from Methylpy as described in Schultz et al. (2015). Briefly, quality-filtering and adapter-trimming were performed using cutadapt v1.9.dev1 (Martin, 2011). Qualified Reads were aligned to the *E. salsugineum* v1.0 reference genome (Yang et al., 2013) (downloaded from: https://phytozome.jgi.doe.gov) using bowtie 2.2.4 (Langmead and Salzberg, 2012). Only uniquely aligned and non-clonal reads were retained. Chloroplast DNA (which is fully unmethylated) was used as a control to calculate the sodium bisulfite reaction non-conversion rate of unmodified cytosines. A binomial test was used to determine the methylation status of cytosines with a minimum coverage of three reads.

Identification of DMRs (Differential Methylated Regions) was performed using ‘DMRfind’ function from Methylpy pipeline as described in Schultz et al. (2015). Default parameters were adopted and only DMRs with at least 5 DMSs (Differential Methylated Sites) were reported and used for subsequent analysis.

To produce metaplots, 1 kb regions upstream and downstream features of interest were divided into 20 bins each. Features of interest were also divided into total of 20 bins. Weighted methylation levels were computed as the number of methylated reads divided by the total reads for each bin.

To generate the heatmap shown in Figure 2A, weighted percent CHG methylation was calculated for all significant CHG DMRs with a minimum of 5 cytosines with three read coverage each in all lines (listed in Supplementary file 2). DMRs were then ranked by weighted %CHG methylation levels in wild type (vertical axis) and arranged by lineage (horizontal axis). To identify called DMRs reported in Supplementary file 3, all significant DMRs with minimum coverage requirements were filtered by cutoffs of a minimum of 10% change, relative to wild type, to be considered a hypo- or hyper- CHH or CHG DMR, and a minimum of 20% change, relative to WT, to be considered a hypo- or hyper- CG DMR. Overlaps of hyper-CG, CHG, and CHH DMRs and generation of upset plots, shown in Figure 1—figure supplement 3, were calculated using Intervene v.0.6.1 (Khan and Mathelier, 2017). To calculate the overlap of hyper-CHG DMRs between all individuals of the AtCMT3-L1 and AtCMT3-L2 lineages reported in Figure 1—figure supplement 4, coordinates of the called hyper-CHG DMRs reported in Supplementary file 3 were input to the bedtools v2.27.1 fisher command (Quinlan and Hall, 2010). P values reported were calculated from Fisher’s Exact Test with significance set at p<0.0004 based on the Bonferroni correction for multiple testing.

To identify CHG-gain genes, genes were first filtered for those that had less than 1% cytosine methylation in any sequence context in wild-type. Genes were then filtered for coverage and only those with at least 10 informative CHG cytosines (min. five read coverage) in each line were assessed. Coverage corrections were separately done for: 1. wild type and all individuals of the AtCMT3-L1 and AtCMT3-L2 lineages described in Figure 1A; 2. wild type and all other individuals besides AtCMT3-L3T2c and the individuals of the AtCMT3-L1 and AtCMT3-L2 described in Figure 1A; and 3. wild type and AtCMT3-L3T2c. Genes were then called as CHG-gain genes if they showed a minimum of 5% increase in CHG methylation in *AtCMT3* expressing lines relative to wild-type. Percent CHG methylation was calculated as the number of methylated reads mapping to CHG sites at the gene of interest divided by the total number of reads mapping to CHG sites. CHG-gain genes are listed in Supplementary file 5. The significance of the overlap of CHG-gain genes between individuals shown in Figure 2—figure supplement 1 was calculated with a hypergeometric test with significance set at p<0.0004 based on the Bonferroni correction for multiple testing.

To generate the heatmap shown in Figure 5A and Figure 5—figure supplement 1A, all CHG DMRs identified in Supplementary file 2 that overlapped the CHG-gain genes AtCMT3-L2^T4^ were analyzed. Weighted methylation levels of trinucleotide sub-contexts (CNN, N = A/T/C/G) were calculated for each qualified DMR in wild type and AtCMT3-L2, T1-T6 derived from WGBS. The methylation levels of sub-contexts in wild type was used to determine their hierarchical clustering relationships. Corresponding methylation levels in ATCMT3-L2, T1-T6 were plotted in the same order.

To determine the relative number of methylated cytosines over CHG-gain genes in individuals of the AtCMT3-L2 lineage relative to AtCMT3-L2^T4^ (shown in Figure 5B, Figure 5—figure supplement 1B–C), the analysis was limited to cytosines located within the regions analyzed in Figure 5A that had a minimum of 3 read coverage in each line and were not methylated in wild type. Methylation status was determined with a binomial test. Number of methylated cytosines in each sequence context were reported as a ratio, relative to the number of methylated cytosines in AtCMT3-L2^T4^. In Figure 5C, the same analysis was performed as described in Figure 5B, except cytosines analyzed were those found in hyper-CHG DMRs defined in AtCMT3-L2^T4^ that did not overlap genes and were thus annotated as repeats or intergenic regions. In Figure 5—figure supplement 1D, the same analysis was conducted except the regions analyzed were the hyper-CHG DMRs identified in AtCMT3-L1^T4^ that overlapped AtCMT3-L1^T4^ CHG-gain genes and the ratios of methylated cytosines are relative to AtCMT3-L1^T4^. The same analysis was also conducted to produce Figure 5—figure supplement 1E–F, except the regions analyzed were the hyper CHG DMRs identified in AtCMT3-L1^T5^ that overlapped AtCMT3-L1^T5^ CHG gain genes (Figure 5—figure supplement 1E) or did not overlap genes (Figure 5—figure supplement 1F) and the ratios of methylated cytosines are relative to AtCMT3-L1^T5^.

To identify the background levels of CG methylation shown in Figure 5—figure supplement 2, an equal number of genes as the number of CHG-gain genes identified in AtCMT3-L2^T4^ (for Figure 5—figure supplement 2A) or AtCMT3-L1^T5^ (for Figure 5—figure supplement 2B) was randomly selected from all genes that were classified as unmethylated in wild type and did not gain CHG methylation in AtCMT3-expressing lineages using the R command sample. Then an equal amount of sequence as analyzed in Figure 5B (for Figure 5—figure supplement 2A) or Figure 5—figure supplement 1E (for Figure 5—figure supplement 2B) was extracted from the randomly chosen genes, with the total number of nucleotides distributed evenly across each gene. All CG cytosines with less than three read coverage in each line assessed and cytosines found to be methylated in wild type (Shandong accession) were removed from the analysis. Coverage filtering was completed individually for the lineages assessed in each panel of Figure 5—figure supplement 2. Methylated CG cytosines were then identified in each lineage using a binomial test and percent CG methylation was calculated as the number of methylated CG cytosines divided by the total number of CG cytosines. This was completed for five randomly chosen sets of unmethylated genes and compared to the identical analysis completed on the CHG gain gene regions assessed in Figure 5B (for Figure 5—figure supplement 2A) or Figure 5—figure supplement 1E (for Figure 5—figure supplement 2B). Bisulfite sequencing data for *E. salsugineum* Yukon accession were from Bewick et al. (2016).

### RNA sequencing mapping and analyses

Quality-filtering and adapter-trimming were performed using Trimmomatic v0.33 with default parameters (Bolger et al., 2014). Qualified reads were aligned to the *E. salsugineum* v1.0 reference genome using HISAT2 v2.0.5 (Kim et al., 2015). Gene expression (calculated as fragments per kilobase million; FPKM) values were computed using StringTie v1.3.3b (Pertea et al., 2016). To compare expression between wild type and *AtCMT3*-expressing lines, Log_2_ fold change values were calculated as Log_2_ (FPKM AtCMT3 line/FPKM wild-type). Genes with zero FPKM values were removed from expression analyses. A cutoff of ±2 Log_2_ fold change was used to identify genes undergoing substantial changes in expression.

To conduct Gene Ontology enrichment analyses of up- and down-regulated genes, *A. thaliana* orthologs of *E. salsugineum* genes identified in Niederhuth et al. (2016) were utilized to extract GO annotations from TAIR (www.arabidopsis.org). These annotations were then used to identify significantly enriched GO terms with an elim Fisher’s exact test (p-value<0.01) using the R package topGO (https://bioconductor.org/packages/release/bioc/html/topGO.html).

### ChIP-sequencing mapping and analyses

Quality-filtering and adapter-trimming were performed using Trimmomatic v0.33 (Bolger et al., 2014) with default parameters. The remaining reads were aligned to the *E. salsugineum* v1.0 reference genome using Bowtie v1.1.1 (Langmead et al., 2009) with the following parameters: ‘bowtie -m 1 v 2 --best --strata --chunkmbs 1024 S’. Aligned reads were sorted using SAMtools v1.2 and duplicated reads were removed using SAMtools v0.1.19 (Li et al., 2009). ChIP-peaks were defined in wild type relative to input using HOMER 4.10 (Heinz et al., 2010) with the following parameters: ‘-region -tagThreshold 10 -size 1000 -minDist 2500 -tbp 0’. Identified peaks that were directly connected together were merged into a single region. Peaks were then further filtered by read density. The density for each merged region was defined as follows: aligned reads divided by region length. Only merged regions with density greater than 0.05 were outputted as peaks and used for subsequent analysis.

We used these ChIP-peak regions and the coordinates of CHG-gain genes to create metaplots to compare enrichment between samples. In the metaplots, mapped reads were normalized to total mapped reads for each locus of interest, and were averaged over 4 bins representing 2 kb upstream, 2 kb from the transcription start site into the gene, 2 kb from the transcription stop site into the gene, and 2 kb downstream. Finally, the average bin values were normalized to account for the number of loci.

### qRT-PCR analyses

Relative expression of the *AtCMT3* transgene to *TUB4* (Thhalv10003210m) was calculated using the double delta threshold cycle (Ct) method as 2 ^ -((Average *AtCMT3* Ct) – (Average *TUB4* Ct)) (Livak and Schmittgen, 2001). Average Ct values were calculated from three technical replicates.

### Characterization CHG-gain genes

Gene length and exon number for CHG-gain genes and UM genes were derived from *E. salsugineum* reference annotation files. CHG site number was calculated by scanning the whole gene sequence with a three base window and step size of 1 base. Both positive strand and negative strand were considered. The CHG frequency was calculated by normalizing CHG site number to gene length. Significance for differences in characteristics between CHG-gain and UM genes was calculated with a Wilcoxon rank-sum in the stats package of R v3.44.

Orthologs of CHG-gain genes in *A. thaliana* and their gbM status reported in Supplementary file 9 were those identified in Niederhuth et al. (2016). To determine if gbM-gain genes had more *A. thaliana* orthologs that were classified as gbM than expected by chance, a hypergeometric test was conducted using the values of 20,211 total *A. thaliana* genes with an *E. salsugineum* ortholog, with 4532 of those being classified as gbM in *A. thaliana* by Niederhuth et al. (2016).

### Data availability

All sequencing data generated have been deposited into NCBI Gene Expression Omnibus under accession number: GSE128687.

## Data Availability

All sequencing data generated have been deposited into NCBI Gene Expression Omnibus under accession number: GSE128687. The following dataset was generated: WendteJMZhangYJiLShiXHazarikaRRShahraryYJohannesFSchmitzRJ2019Epimutations are associated with CHROMOMETHYLASE 3-induced de novo DNA methylationNCBI Gene Expression OmnibusGSE12868710.7554/eLife.47891PMC666329431356150 The following previously published dataset was used: BewickAJJiLNiederhuthCEWillingEMHofmeisterBTShiXWangLLuZRohrNAHartwigBKieferCDealRBSchmutzJGrimwoodJStroudHJacobsenSESchneebergerKZhangXSchmitzRJ2016On the origin and evolutionary consequences of gene body DNA methylationNCBI Gene Expression OmnibusGSE7507110.1073/pnas.1604666113PMC498780927457936

How the deposited data were processed for this re-analysis (not part of the article)

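The study comprises 41 samples, of which 10 RNA-seq and 6 ChIP-seq libraries were analysed here. Its bisulfite sequencing and H3K9me1 libraries were not used, and the numbers of CHG-gain genes, the lists of these genes and the DMRs are the paper's. Each plant gave 1 library per assay, so differences between plants have no replicate check, and no p-value was computed across genes.

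For the RNA-seq libraries the authors trimmed reads with Trimmomatic, aligned them with HISAT2 and computed values with StringTie, which they deposited as FPKM in a table of 26352 genes. From the sums, 5 of the 10 columns hold FPKM, as the authors named them, and the other 5 columns that the authors deposited hold TPM, since each sums to 1000000. The analysis had been laid out for FPKM in all columns. Because of the mixed units every column was divided by its sum and multiplied by 1000000, and the values as deposited were kept as an alternative. Log2 ratios used no pseudocount, and genes at 0 in either library were left out. The alternatives were pseudocounts of 0.1 and 1, a minimum of 1 TPM in both libraries, a median log2 ratio set to 0, and cutoffs of 1 and 3 in place of 2.

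Lists of CHG-gain genes were compared with 10000 random lists drawn from 20 bins of mean expression. Correlations over plants were tested by exact permutation over all pairings of the 9 plants. Since all plants share 1 wild-type library, the genes past the cutoff in all comparisons were also counted with each plant in the place of wild type, and shared genes were set against 100 shuffles of the deviations among genes of like expression within each library. Genes were named by a rule set before the data were examined: AtCMT3, the genes that the paper names by identifier, and the genes past the cutoff in the same direction in all 9 plants with a mean of at least 1 TPM that have the 2 highest and the 2 lowest median log2 fold changes. The paper's supplementary tables were at hand by then. Only 4 genes qualify, AtCMT3 and 3 others, and all of them rose. Since the files pair no names with the 3 identifiers, only those with the highest and the lowest median are printed besides AtCMT3.

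For the ChIP-seq libraries the authors trimmed reads, aligned them with Bowtie, kept unique alignments, removed duplicates with SAMtools and deposited 1 line per read with the same score in each. No reads of a library share their start and strand. Reads were counted by position in windows of 1000 bp, with at least 10 reads, at least 4-fold over input relative to library size, and regions above 0.05 reads per bp. The alternatives were 2-fold and 6-fold over input, 0.1 reads per bp, windows of 500 bp, a merging distance of 2500 bp, 1 read per position and strand, reads outside the regions as the scale, and regions called in a part of the wild-type reads or in the libraries of the AtCMT3 plants. For windows gained or lost, all libraries were thinned to the size of the smallest, a window had to be enriched in 1 library and differ at least 2-fold, and 20 simulations with no change gave the number by chance. DMRs were compared per library, on the scale of reads outside the regions, and with stretches of 1000 bp that lie 500 bp from the DMR on each side. Intervals are 95% intervals for counting error only. Depth ranged from 4494275 to 18722786 reads per library.

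The steps were tested on simulated data. In a simulated column of 19530 genes with 200 genes changed by 3 on the log2 scale, 100% of the changed genes were found past the cutoff and 0 others. All genes were given noise with an SD of 0.3 on the log2 scale, and only genes above 1 in wild type were changed. The result therefore tests the computation and gives no rate of false calls in these libraries. Of 40 lists of unchanged genes, 36 lay within the central 95% of the random lists, and all lists shifted by 0.3 reached percentile 100. In simulated ChIP-seq libraries of 20000 windows, all 210 regions made were found at an enrichment of 6.42-fold over input, with 0 false regions, and all windows gained or lost were found. At an enrichment of 4.84-fold, close to the 4-fold limit, each region was still found, but 309 regions were called for the 210 made, and 85.2% of the gained and 86.6% of the lost windows were found, so changes near the limit are undercounted. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.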

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

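Of the tests in this part, the comparison of AtCMT3-L2T6 with the other TPM libraries, the comparison of sequencing runs, the mixture with input, the simulations on the scale of windows outside the regions and the limit of 3 times the number by chance were chosen after the results were seen. For 18 sets of 4 to 9 plants it was asked whether the highest or the lowest plant lay apart from the others by more than Dixon's 95% limit. Chance alone gives this in about 1 of 20 sets, and it was met in 4, of which 2 come from the same library, AtCMT3-L2T3.

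TUB4 (Thhalv10003210m), the reference gene of the paper's qRT-PCR, was at 171 TPM in AtCMT3-L2T6, and between 57.3 and 83.7 TPM in the other libraries. The gap to the nearest plant is 0.768 of the range over the 9 plants. The mix of FPKM and TPM argues little here, since AtCMT3-L2T6 is 2.17 times the highest of the other 4 libraries in TPM. A scaling error of the whole library is also excluded as the cause: 4024 genes at a like level had a median log2 ratio of -0.13 to the other libraries, where TUB4 had 1.22. Of these genes 49 had a ratio as high, so TUB4 is not alone. Whether the T6 generation differs biologically, or the 1 plant or its tissue did, stays open. Relative to TUB4, AtCMT3 fell by 6.30 on the log2 scale from AtCMT3-L2T4 to AtCMT3-L2T6, and in TPM by 5.14.

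The IBM1-like gene Thhalv10023846m was at 18.3 TPM in AtCMT3-L1T4 and at no more than 13.7 TPM in the other libraries, a gap of 0.525 of the range over the 9 plants. No technical or biological explanation was tested for this single value, and its log2 ratio to wild type of 0.89 is below the cutoff.

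Relative to wild type, the H3K9me2 level over the wild-type regions was 0.973 in AtCMT3-L2T3 and between 0.679 and 0.722 in the other 3 plants, a gap of 0.854 of the range. The lower level in those 3 plants is the part to explain. Selection of regions in the wild-type library is excluded as its whole cause, since the highest of the 3 ratios was 0.748 with the wild-type reads split. Loss of reads that share a position in the deeper libraries is excluded likewise, with a highest ratio of 0.726 after correction. The run of the wild-type library is excluded for AtCMT3-L1T3, whose reads from that run had 15.9% in the regions, as had those from another run, against 21.9% in wild type. A weaker immunoprecipitation stays open as a candidate explanation. It would lower nearly all regions, and 94.2% were lower in AtCMT3-L1T5, 91.9% in AtCMT3-L2T5 and 79.1% in AtCMT3-L1T3. Against it, a mixture of the wild-type library with input that gives the level over the regions predicts a higher level outside them on scaffold 1 than was observed, which was 0.610 of the prediction in AtCMT3-L1T3, 0.799 in AtCMT3-L1T5 and 0.709 in AtCMT3-L2T5, and in AtCMT3-L1T3 the level of 1.71 was even below the 1.97 of wild type. Over hyper-CHG DMRs outside the regions the same mixture comes close, with 1.02, 0.963 and 0.901 of the prediction in the same 3 plants. This does not decide it, since the mixture assumes that the background of each library is that of the 1 input library, and AtCMT3-L2T3, whose level over the regions was not lowered to that extent, lay at 0.653 of its prediction too. Whether a loss lowers the level by the same factor at all regions stays open. The fall of the ratio with stricter rules for regions cannot decide it, since such rules select more strongly for a high wild-type level. From 2-fold over input to 0.1 reads per bp the ratio went from 0.793 to 0.580 in AtCMT3-L1T3. It went from 0.744 to 0.602 in AtCMT3-L1T5 and from 0.732 to 0.551 in AtCMT3-L2T5. In AtCMT3-L2T3 it went from 0.989 to 0.923. A loss over the regions, equal in each or not, and a weaker immunoprecipitation cannot be told apart with 1 library per plant. AtCMT3-L2T3 was also sequenced on a run of its own.

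Over hyper-CHG DMRs outside the wild-type regions, the ratio to wild type was 0.824 in AtCMT3-L2T3 and between 1.17 and 1.23 in the other 3 plants, a gap of 0.855 of the range. This set rests on the scale: the level outside the regions over the stretch of scaffold 1 that holds the DMRs was 1.34 in AtCMT3-L2T3, below that of wild type, and with the stretches next to the DMRs as the scale the ratio was 1.23, in place of 0.824. Outside the regions of the whole genome the level was 3.40 in AtCMT3-L2T3 and 3.33 in wild type, so the low background is that of this stretch. No biological explanation was tested for it.

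The paper does not report windows that gain H3K9me2. In the thinned libraries 1262 windows were gained in AtCMT3-L1T3, 575 in AtCMT3-L1T5, 1610 in AtCMT3-L2T3 and 714 in AtCMT3-L2T5, each above the highest of 20 simulations without a change, 396, 410, 384 and 383. Scaled on windows outside the wild-type regions, the numbers were 776, 401, 1396 and 432, and the highest of 20 simulations on that scale were 382, 382, 327 and 386, so AtCMT3-L1T5 and AtCMT3-L2T5 are then close to chance. All 4 numbers exceed the highest simulation on either scale, and by that rule, which was used first, counting error would be excluded as the whole cause in all 4 plants. It was replaced after the values were seen by a limit of 3 times the number by chance on both scales, since the numbers are not many times higher in each plant. By this limit counting error is excluded as the whole cause only in AtCMT3-L2T3, with 4.58 times the number by chance and 4.71 times on the other scale. In AtCMT3-L1T3 the 1262 and 776 windows lie far above the highest simulations, 396 and 382. This argues against counting error as the whole cause there too, though that plant does not meet the limit on both scales. How much of the gain counting error accounts for stays open in AtCMT3-L1T3, at 3.55 and 2.21 times. The same holds in AtCMT3-L1T5, at 1.67 and 1.15 times, and in AtCMT3-L2T5, at 2.01 and 1.23 times. Whether the gained windows had signal under the limit in wild type stays open as well. They had a median of at least 2.23-fold over input there, where the genome has 0.605, but the rule that a gained window is at least 4-fold over input in the plant and 2-fold above wild type bounds this value. Of 3074 windows gained in any plant, 59 were gained in all 4. All 4 comparisons share 1 wild-type library, so its error alone gives plants gained windows in common. No number without a change was computed for this overlap, so nothing is concluded from it. More windows were lost than gained in the 3 plants with a lower level, 2182, 1778 and 2359, against 334 in AtCMT3-L2T3, where chance gives about 342. A biological gain in the AtCMT3 plants stays open and was not tested against replicates.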

How the results depend on the processing

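The alternatives were chosen before the data were examined, except the values as deposited, the minimum of 1 in wild type alone, the split of the correlation by unit, and the stretches next to DMRs as the scale, which were chosen after seeing the data. No paired analysis was possible because each plant gave 1 library and no result comes from a test between groups. Where a value moved, the cause was not tested, unless the alternative itself sets it, as a lower cutoff does. The correlation of AtCMT3 expression with the number of CHG-gain genes kept its direction and its side of 0.05 by Pearson's r under 14 of 14 alternatives, 9 of which leave out 1 plant, with r between 0.760 and 0.991. Spearman's correlation was 1 over the 4 plants in FPKM and 0.90 over the 5 plants in TPM, with an exact permutation p of 0.0833 each. For the 4 plants this is the lowest p that this test can give, so it could not fall below 0.05 there. Smaller sets had a p above 0.05 as well, with r = 0.736 (exact permutation p = 0.117) without both AtCMT3-L3 plants and AtCMT3-L2T4, r = 0.811 (exact permutation p = 0.0694) without both AtCMT3-L3 plants and AtCMT3-L2T3, and the 5 plants without all 4.

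AtCMT3 expression moved only in the 5 libraries in FPKM, and with the values as deposited it was 0.155 in wild type, 53.5 in AtCMT3-L1T3, 44.7 in AtCMT3-L1T4, 107 in AtCMT3-L2T3 and 132 in AtCMT3-L2T4.

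The number of genes past the cutoff was within 1.5 times the main number in 29 of 81 comparisons. With a pseudocount of 0.1 it was 593 in AtCMT3-L1T3 and 593 in AtCMT3-L2T3. With a pseudocount of 1 it was 91 in AtCMT3-L1T3, 773 in AtCMT3-L1T4, 380 in AtCMT3-L1T5, 80 in AtCMT3-L2T3, 925 in AtCMT3-L2T4, 900 in AtCMT3-L2T5, 895 in AtCMT3-L2T6, 725 in AtCMT3-L3T2 and 437 in AtCMT3-L3T2b. Genes at 1 TPM or more in both libraries gave 97 in AtCMT3-L1T3, 726 in AtCMT3-L1T4, 349 in AtCMT3-L1T5, 74 in AtCMT3-L2T3, 806 in AtCMT3-L2T4, 811 in AtCMT3-L2T5, 751 in AtCMT3-L2T6, 587 in AtCMT3-L3T2 and 408 in AtCMT3-L3T2b. At a log2 fold change of 1 there were 2107 in AtCMT3-L1T3, 4582 in AtCMT3-L1T4, 3187 in AtCMT3-L1T5, 1614 in AtCMT3-L2T3, 5227 in AtCMT3-L2T4, 5226 in AtCMT3-L2T5, 4587 in AtCMT3-L2T6, 3644 in AtCMT3-L3T2 and 2801 in AtCMT3-L3T2b, and at 3 there were 84 in AtCMT3-L1T3, 507 in AtCMT3-L1T4, 337 in AtCMT3-L1T5, 61 in AtCMT3-L2T3, 760 in AtCMT3-L2T4, 573 in AtCMT3-L2T5, 590 in AtCMT3-L2T6, 597 in AtCMT3-L3T2 and 319 in AtCMT3-L3T2b. With a minimum of 1 TPM in wild type alone there were 152 in AtCMT3-L1T3, 554 in AtCMT3-L1T5, 126 in AtCMT3-L2T3, 1028 in AtCMT3-L2T4, 956 in AtCMT3-L3T2 and 593 in AtCMT3-L3T2b. With the values as deposited and a minimum of 1 in wild type there were 128 in AtCMT3-L1T3, 922 in AtCMT3-L1T4, 526 in AtCMT3-L1T5, 96 in AtCMT3-L2T3, 888 in AtCMT3-L2T4, 1020 in AtCMT3-L2T5, 848 in AtCMT3-L3T2 and 547 in AtCMT3-L3T2b.

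Among CHG-gain genes, where small numbers make any ratio coarse, 15 of 28 comparisons stayed within 1.5 times. A pseudocount of 1 left 0 in AtCMT3-L1T3 and 4 in AtCMT3-L1T5. The minimum of 1 TPM in both libraries left 2 in AtCMT3-L1T3, 5 in AtCMT3-L1T4 and 5 in AtCMT3-L1T5. The cutoff of 1 gave 24 in AtCMT3-L1T3, 35 in AtCMT3-L1T4, 35 in AtCMT3-L1T5 and 19 in AtCMT3-L2T6. The cutoff of 3 gave 1 in AtCMT3-L1T3, 5 in AtCMT3-L1T4, 4 in AtCMT3-L1T5 and 2 in AtCMT3-L2T6. The median log2 fold change of the list reversed in AtCMT3-L1T5 with the values as deposited, to 0.44. It moved to 0.51 in AtCMT3-L2T6 and changed its sign there too, from an interval that covers 0. The medians of all genes in these plants rise likewise. It was -0.0330 in AtCMT3-L1T5 with the median of all genes set to 0.

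The number of wild-type H3K9me2 regions was 3408 with 6.93 Mb at 6-fold over input, 726 with 2.90 Mb at 0.1 reads per bp, 11008 in windows of 500 bp and 3344 with windows up to 2500 bp apart merged. The ratio of the H3K9me2 level over the regions stayed below 1 in AtCMT3-L1T3, AtCMT3-L1T5 and AtCMT3-L2T5 under 12 of 12 alternatives each. On the scale of the reads outside the regions it was 0.663 in AtCMT3-L1T3, 0.647 in AtCMT3-L1T5, 0.954 in AtCMT3-L2T3 and 0.620 in AtCMT3-L2T5. At 2-fold over input it was 0.793 in AtCMT3-L1T3, 0.744 in AtCMT3-L1T5, 0.989 in AtCMT3-L2T3 and 0.732 in AtCMT3-L2T5. At 6-fold over input it was 0.640 in AtCMT3-L1T3, 0.651 in AtCMT3-L1T5, 0.951 in AtCMT3-L2T3 and 0.611 in AtCMT3-L2T5. At 0.1 reads per bp it was 0.580 in AtCMT3-L1T3, 0.602 in AtCMT3-L1T5, 0.923 in AtCMT3-L2T3 and 0.551 in AtCMT3-L2T5. In windows of 500 bp it was 0.720 in AtCMT3-L1T3, 0.694 in AtCMT3-L1T5, 0.960 in AtCMT3-L2T3 and 0.677 in AtCMT3-L2T5. With windows merged up to 2500 bp it was 0.748 in AtCMT3-L1T3, 0.716 in AtCMT3-L1T5, 0.982 in AtCMT3-L2T3 and 0.698 in AtCMT3-L2T5. With the wild-type reads split it was 0.748 in AtCMT3-L1T3, 0.722 in AtCMT3-L1T5, 0.999 in AtCMT3-L2T3 and 0.702 in AtCMT3-L2T5. With regions called in AtCMT3-L1T3 it was 0.868 in AtCMT3-L1T3, 0.763 in AtCMT3-L1T5, 1.03 in AtCMT3-L2T3 and 0.774 in AtCMT3-L2T5. With those called in AtCMT3-L1T5 it was 0.725 in AtCMT3-L1T3, 0.742 in AtCMT3-L1T5, 1.02 in AtCMT3-L2T3 and 0.690 in AtCMT3-L2T5. With those called in AtCMT3-L2T3 it was 0.806 in AtCMT3-L1T3, 0.769 in AtCMT3-L1T5, 1.08 in AtCMT3-L2T3 and 0.760 in AtCMT3-L2T5. With those called in AtCMT3-L2T5 it was 0.780 in AtCMT3-L1T3, 0.738 in AtCMT3-L1T5, 1.03 in AtCMT3-L2T3 and 0.742 in AtCMT3-L2T5. The last 4 alternatives reverse AtCMT3-L2T3 from 0.973 to above 1.

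Windows gained at 2-fold over input were 4602 in AtCMT3-L1T3, 2074 in AtCMT3-L1T5, 4132 in AtCMT3-L2T3 and 2929 in AtCMT3-L2T5, and those lost were 833 in AtCMT3-L2T3. Scaled on windows outside the wild-type regions, those gained were 776 in AtCMT3-L1T3, 401 in AtCMT3-L1T5, 1396 in AtCMT3-L2T3 and 432 in AtCMT3-L2T5. Over hyper-CHG DMRs outside the regions, the ratio on the scale of the reads outside the regions was 1.13 in AtCMT3-L1T3, 1.08 in AtCMT3-L1T5, 0.808 in AtCMT3-L2T3 and 1.09 in AtCMT3-L2T5. With the stretches next to the DMRs as the scale it was 1.18 in AtCMT3-L1T3, 1.07 in AtCMT3-L1T5 and 1.13 in AtCMT3-L2T5, and it reversed to 1.23 in AtCMT3-L2T3. Over the few DMRs that overlap a region, the same scale gave 0.796 in AtCMT3-L1T5. It took AtCMT3-L1T3 from 1.09 to 0.983, with 95% intervals that cover 1 on both scales, so no direction was there to reverse. Keeping 1 read per position and strand changes nothing, since no reads share both, so it says nothing about stability. The alternatives for H3K9me2 over CHG-gain genes were not run, as the positions of the genes were not used here. All libraries were thinned to the 4494275 reads of wild type for the windows, and no other depth was tried.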

Differences from the paper's values

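For the log2 fold change of AtCMT3 in AtCMT3-L2T6 relative to AtCMT3-L2T4, the paper's value is -4.6 and the value after scaling to TPM is -5.14. With the values as deposited, a setting chosen after seeing the values, it is -4.61. No alternative set before the data were examined applies to it.

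The number of down-regulated genes past the cutoff differs from that in the paper's lists by more than 1.5 times in 7 of 9 plants. It was 126 in AtCMT3-L1T3, where the paper's number is 60, 467 in AtCMT3-L1T5, where the paper's number is 198, 119 in AtCMT3-L2T3, where the paper's number is 56, 884 in AtCMT3-L2T5, where the paper's number is 435, 759 in AtCMT3-L2T6, where the paper's number is 396, 844 in AtCMT3-L3T2, where the paper's number is 476, and 525 in AtCMT3-L3T2b, where the paper's number is 263. For AtCMT3-L1T3 and AtCMT3-L2T3 none of the 6 alternatives set before the data were examined comes within 1.5 times. For AtCMT3-L1T5, AtCMT3-L2T5, AtCMT3-L2T6, AtCMT3-L3T2 and AtCMT3-L3T2b it comes within 1.5 times the paper's number with a pseudocount of 1, a minimum of 1 TPM in both libraries and a cutoff of 3, and not with a pseudocount of 0.1, the median set to 0 or a cutoff of 1.

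The number of up-regulated genes past the cutoff differs from that in the paper's lists by more than 1.5 times in 6 of 9 plants. It was 222 in AtCMT3-L1T3, where the paper's number is 68, 640 in AtCMT3-L1T4, where the paper's number is 284, 537 in AtCMT3-L1T5, where the paper's number is 328, 166 in AtCMT3-L2T3, where the paper's number is 40, 1234 in AtCMT3-L2T4, where the paper's number is 402, and 618 in AtCMT3-L3T2, where the paper's number is 372. For AtCMT3-L1T3, AtCMT3-L1T4, AtCMT3-L2T3 and AtCMT3-L2T4 it comes within 1.5 times the paper's number with a pseudocount of 1, a minimum of 1 TPM in both libraries and a cutoff of 3, and not with a pseudocount of 0.1, the median set to 0 or a cutoff of 1. For AtCMT3-L1T5 and AtCMT3-L3T2 none of the 6 alternatives set before the data were examined comes within 1.5 times.

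With the values as deposited and a minimum of 1 in wild type, a setting chosen after seeing the values, all 18 lists hold the same genes as the paper's, and 0 of the 6012 entries in the paper's lists, where a gene counts once per list, is dropped. The paper's text gives no such minimum. From the values as deposited alone, 7 of the 18 numbers lie within 1.5 times the paper's, and with a minimum of 1 TPM in wild type alone 8 do, both also chosen after seeing the values. The 10465 calls made here include 4812 of the paper's 6012, or 80%.

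The paper's numbers of aligned ChIP-seq reads, which its table describes as unique and non-clonal, are higher than the numbers of reads deposited. They are 9719042 and 4494275 for wild-type H3K9me2, 21254229 and 10880290 for wild-type input, 57251980 and 15369069 for AtCMT3-L1T3, 44272383 and 10749397 for AtCMT3-L1T5, 17975017 and 7755217 for AtCMT3-L2T3, and 44016079 and 18722786 for AtCMT3-L2T5, the paper's number first in each case. The alternative that keeps 1 read per position and strand removes no reads and leaves all 6 apart.

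The paper states that H3K9me2 shows no further increases over the wild-type peaks. Over the wild-type regions no plant was above wild type here either, with ratios of 0.679 to 0.722 in 3 plants and 0.973 in AtCMT3-L2T3, and in AtCMT3-L2T3 0.999 with the wild-type reads split. Over regions called in the other 3 plants AtCMT3-L2T3 was at 1.02 to 1.03. Its ratio of 1.08 over regions called in its own library is raised by selection and does not bear on this.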

Other observations

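Of the tests in this part, those of AtCMT3 expression, of the sequencing batch and of the share of reads kept as causes of the number of genes past the cutoff, those of the shared wild-type library and of the units, and that of unenriched chromatin over the DMRs were chosen only after the results were seen, as was the scale of stretches next to the DMRs.

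The log2 ratios as deposited have medians between 0.34 and 0.67 in 5 plants and between -0.05 and 0.02 in the other 4. A candidate explanation is that the 5 columns hold TPM under the name FPKM. After all columns were scaled to 1 sum, the highest of the 5 medians was 0.12 and the lowest -0.20. The paper's own fold changes of CHG-gain genes equal the ratios of the deposited values for all 10063 that could be compared, within a tolerance of 0.0001, so they carry the same shift.

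The number of genes past the cutoff ranges from 285 in AtCMT3-L2T3 to 1858 in AtCMT3-L2T4. Noise of genes with low values is excluded as the whole cause, since the highest number is 15.8 times the lowest among genes with a mean of at least 10 TPM. The sequencing batch, taken from the unit of the columns, is excluded as the whole cause because the plants in the batch of wild type span the whole range. Pairs of libraries from different batches had 1.21 times as many genes past the cutoff as pairs from 1 batch, a ratio that 13 of 126 groupings of this size reach. AtCMT3 expression stays open as a cause, since a Spearman correlation of -0.25 over 9 plants (p = 0.521, two-sided exact permutation test) neither shows nor excludes one. A finer grouping stays open too. By the paper's numbers, the reads kept for alignment form 3 groups, of 28.1% to 29.3% in AtCMT3-L1T4 and AtCMT3-L2T4, 44.9% to 52.0% in wild type, AtCMT3-L1T3 and AtCMT3-L2T3, and over 99% in the others. Pairs of libraries from different groups had 1.39 times as many genes past the cutoff, and 112 of 2520 groupings reach that. Without the group of wild type the medians were 1131 within and 1309.5 between groups. The groups were found in these data and hold the T3 and the T4 plants of both lineages, so library preparation and generation cannot be told apart. The small numbers in the T3 plants, which share a group with wild type, may therefore have either source.

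Past the cutoff in all 9 plants were 5 genes, AtCMT3 among them. With each plant in the place of wild type, between 9 and 90 genes were past the cutoff in all comparisons, so the number with wild type is not high. Whether the other 4 come from error of the shared wild-type library or from a difference of the wild-type plant stays open, since there is 1 wild-type library.

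The 703 genes on the AtCMT3-L1 lists of CHG-gain genes had a median of 14.0 TPM in wild type, where other genes had 6.73 TPM. Their expression was steadier over the 10 libraries than that of random lists matched on mean expression. The median SD of log2 TPM was 0.32, and 0 of 10000 random lists were as low, with a 95% range of 0.35 to 0.40. That CHG-gain genes are steadily expressed restates this value and explains nothing. Gene length, by which steadiness may differ, was not used here and stays open. Summed over the 3 AtCMT3-L1 plants in which the list of the plant was tested, with a gene counted once for each plant, 27 of 732 were past the cutoff. Together they stand at percentile 5.19 of random lists of any genes and at percentile 25.6 of lists matched on expression, both within the central 95%. The plants go both ways, with AtCMT3-L1T3 at percentiles 85.9 and 91.8, AtCMT3-L1T4 at 4.90 and 11.5, and AtCMT3-L1T5 at 8.06 and 29.4. So whether the expression level of CHG-gain genes lowers the number stays open.

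A small rise of H3K9me2 relative to neighbouring stretches over hyper-CHG DMRs outside the wild-type regions was tested as a hypothesis. The DMRs were measured in 4 ways, on the library scale, on the scale of reads outside the regions, against stretches next to them, and in subsets, and the last 2 were chosen after the first values were seen. In AtCMT3-L2T3 the level was below wild type on the first 2 scales, at 0.824 and 0.808, and the other 3 plants were above it on both. Relative to the stretches next to them, and to the same ratio in wild type, the level over the DMRs was 1.18 (95% interval 1.15 to 1.22) in AtCMT3-L1T3, 1.07 (1.04 to 1.11) in AtCMT3-L1T5, 1.23 (1.18 to 1.28) in AtCMT3-L2T3 and 1.13 (1.10 to 1.17) in AtCMT3-L2T5. Reads of unenriched chromatin with the profile of the 1 input library are argued against as the cause. They would move this ratio towards that of input, and it moved away from it in all 4 plants, by at least 0.0843. Whether the background of each library has that profile is not known, so unenriched chromatin is not excluded. Wild-type signal just under the limit is argued against, since DMRs in windows below 0.5 of input in 1 part of the wild-type reads had a ratio of at least 1.20 to the other part. Both parts come from 1 wild-type library. A deviation of that library is in both and could raise this ratio, so such signal is not excluded. Sequence that is read differently in each library is argued against in part. Over the 318 DMRs found only in AtCMT3-L2, AtCMT3-L1T5 was at 0.931 (0.864 to 1.00) while AtCMT3-L2T5 was at 1.11 (1.03 to 1.19), but AtCMT3-L1T3, at 1.08 (0.996 to 1.16), overlaps AtCMT3-L2T3, at 1.19 (1.08 to 1.30), so in the T3 plants this cannot be told apart. The intervals cover counting error only, each plant gave 1 library, and the level stayed below that of input, as did that of wild type. Whether the rise is biological stays open, and whether it concerns genes was not tested.

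With windows grouped by 1 part of the wild-type reads and measured in the other, those at 4-fold over input or more had H3K9me2 ratios to wild type of 0.801 in AtCMT3-L1T3, 0.756 in AtCMT3-L1T5, 1.02 in AtCMT3-L2T3 and 0.751 in AtCMT3-L2T5, and those between 1-fold and 2-fold had 1.18, 1.04, 1.14 and 1.10 in the same order. Between 2-fold and 4-fold the ratios were 1.11, 0.953, 1.13 and 1.02, between 0.5-fold and 1-fold 1.17, 1.19, 0.999 and 1.21, and below 0.5-fold 0.873, 1.32, 0.619 and 1.17, so the ratio falls from the class of 1-fold to 2-fold to that of 4-fold or more in all 4 plants, and the plants differ in the classes below input. No technical or biological explanation was tested on these classes.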
